# Challenges in detecting pre-malignant pancreatic lesions during acute pancreatitis using a serum microRNA assay: a study based on *Kras^G12D^* transgenic mice

**DOI:** 10.18632/oncotarget.8148

**Published:** 2016-03-17

**Authors:** Xiafei Hong, Jie Zhang, Qiao Wu, Wenze Wang, Adam Yongxin Ye, Wei Song, Hongmei Dai, Xianze Wang, Fan Wu, Lei You, Wenming Wu, Yupei Zhao

**Keywords:** microRNA, Kras^G12D^, pancreatitis, PanIN, miR-210

## Abstract

Caerulein-induced acute pancreatitis accelerates the progression of pancreatic intraepithelial neoplasia (PanIN) lesions in a pancreas-specific *Kras^G12D^* mouse model. The purpose of this study was to explore whether serum microRNAs (miRNAs) can serve as sensitive biomarkers to detect occult PanIN in the setting of acute pancreatitis. Serum miRNA profiles were quantified by an array-based method and normalized by both Variance Stabilization Normalization (VSN) and invariant methods. Individual miRNAs were validated by TaqMan real-time PCR with synthetic spike-in *C. elegans* miRNAs as external controls. Serum miRNA profiles distinguished *Kras^G12D^* mice with pancreatitis from wild-type mice without pancreatitis, but failed to differentiate *Kras^G12D^* mice with pancreatitis from wild-type mice with pancreatitis. Most individual miRNAs that increased in *Kras^G12D^* mice with pancreatitis were not significantly different between *Kras^G12D^* mice without pancreatitis and wild-type mice without pancreatitis. Mechanistically, Gene Set Enrichment Analysis (GSEA) of the mRNA array data and immunohistochemical assays showed that caerulein-induced acute pancreatitis involved acinar cell loss and immune cell infiltration, which might contribute to serum miRNA profile changes. This study highlighted the challenges in using sensitive serum miRNA biomarker screening for the early detection of pancreatic malignancies during acute pancreatitis.

## INTRODUCTION

Pancreatic cancer is a leading cause of death in both the United States, with an estimated 53,070 new cases and 41,780 deaths annually [1], and in the People's Republic of China [2]. Despite advances in cancer therapy in recent decades, the five-year survival rate for pancreatic cancer is only 7.2% [3]; however, the five-year survival is higher (27.1%) for patients with localized disease at the time of diagnosis, highlighting the necessity of diagnosing pancreatic cancer early. Pancreatic intraepithelial neoplasia (PanIN) lesions represent a pre-malignant step during pancreatic tumourigenesis [4]. A recent study showed that acute pancreatitis was associated with an increased risk of pancreatic cancer, and the lag period was approximately two years [5]. In addition, patients with a history of pancreatitis are at high risk for subsequent pancreatic cancer [6–8]. Thus, non-invasive screening of patients with acute pancreatitis episodes or a history of pancreatitis is an attractive strategy for detecting PanIN.

Here, we focused on whether non-invasive biomarkers are suitable for detecting PanIN in the setting of acute pancreatitis. Because it is impractical to know *a priori* whether a patient has a PanIN lesion during acute pancreatitis, a pancreas-specific *Kras^G12D^* mouse model was used, wherein PanIN lesions develop during acute pancreatitis induced by intra-abdominal injections of caerulein, a cholecystokinin analogue. For the biomarkers, we focused on microRNAs (miRNAs), which are 22-nucleotide RNA molecules [9] that may serve as candidate diagnostic biomarkers for pancreatic cancer due to their excellent stability in circulating body fluids, including whole blood [10–12], plasma [13], serum, and saliva [14]. We also investigated the pathological process responsible for caerulein-induced acute pancreatitis and its potential influence on circulating miRNAs.

## RESULTS

### Transgenic mouse model recapitulating PanIN lesions during acute pancreatitis

The present study used two mouse models: *Kras^G12D^* mice that harbour a pancreas-specific activating *Kras^G12D^* mutation, and wild-type mice that express wild-type *Kras* in the pancreas. Caerulein was intra-abdominally injected into one-month-old mice for 1, 2, or 4 weeks to induce acute pancreatitis, and the mice were subsequently sacrificed upon completion of caerulein dosing (Figure 1A). As the time of caerulein injections increased, the degree of pancreatitis worsened, and PanIN lesions progressed. Typically, wild-type mice showed normal pancreatic histology, with predominantly normal-looking acinar cells (Figure 1A). *Kras^G12D^* mice with 1-week pancreatitis presented with normal acini and acinar-to-ductal metaplasia. No obvious PanIN lesions were observed at this stage (Figure 1A). In contrast, *Kras^G12D^* mice with 2- or 4-week pancreatitis presented with PanIN (mostly PanIN-1) lesions and interstitial fibrosis (Figure 1A).

**Figure 1:**
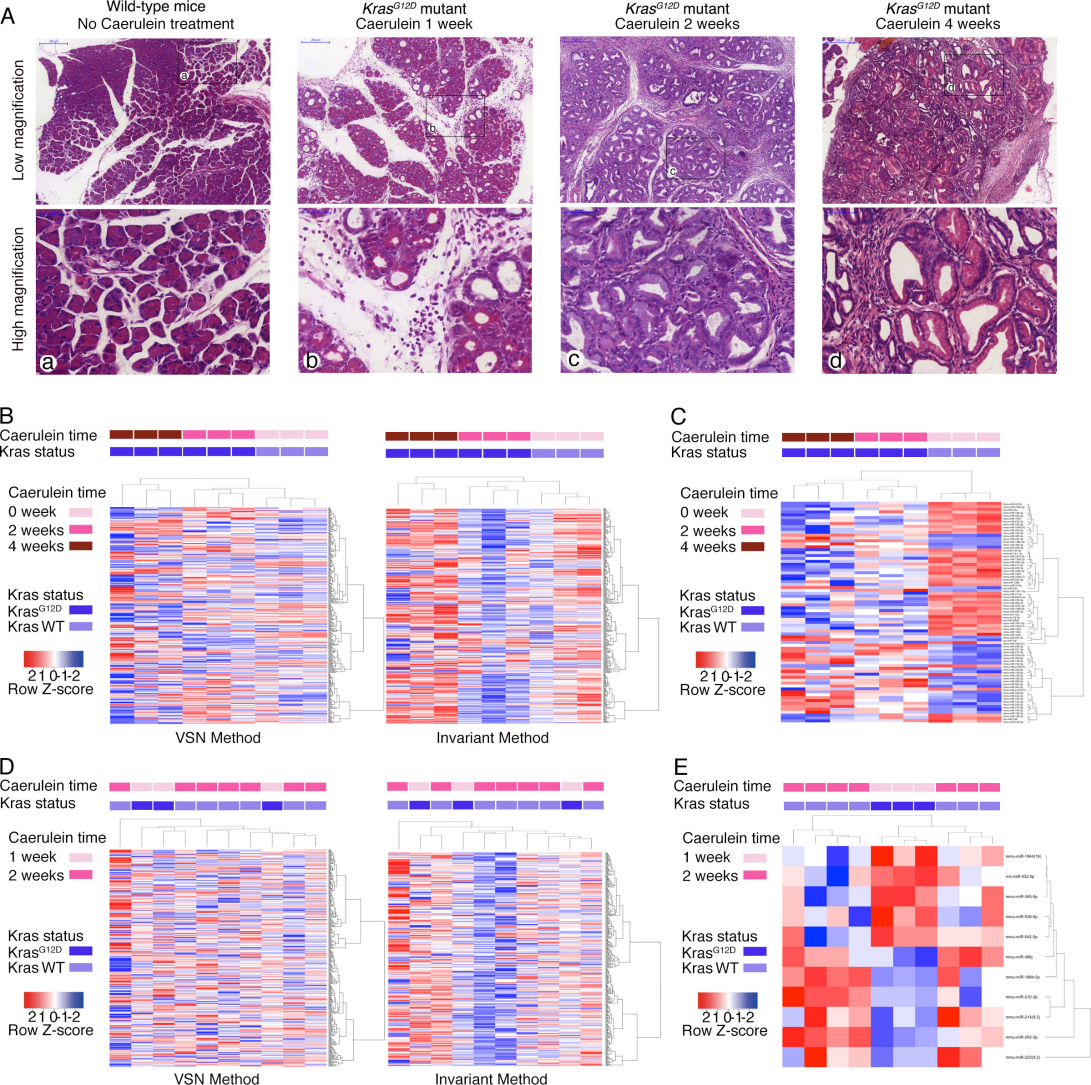
Caerulein-induced acute pancreatitis causes pathological changes and altered serum miRNA profile (**A**) H & E staining of pancreas of wild-type mice without acute pancreatitis, *Kras^G12D^* mice with 1-, 2- and 4-week of caerulein injection (from left to right). Upper panels were in low magnification and lower panels were the corresponding high magnification images. (**B**) Heatmap of serum miRNA changes among wild-type mice without acute pancreatitis, and *Kras^G12D^* mice with 2- and 4-week of caerulein-induced pancreatitis (both VSN and invariant normalization methods). (**C**) Heatmap of significantly altered serum miRNA among wild-type mice without acute pancreatitis, and *Kras^G12D^* mice with 2- and 4-week of caerulein-induced pancreatitis. (**D**) Heatmap of serum miRNA changes between wild-type mice with 2-week of caerulein-induced pancreatitis, and *Kras^G12D^* mice with 1-week of caerulein-induced pancreatitis (both VSN and invariant normalization methods). (**E**) Heatmap of significantly altered serum miRNA between wild-type mice with 2-week of caerulein-induced pancreatitis, and *Kras^G12D^* mice with 1-week of caerulein-induced pancreatitis.

### Serum miRNAs can differentiate *Kras^G12D^* mice with pancreatitis from wild-type mice without pancreatitis

Serum samples from six *Kras^G12D^* mice with either 2- or 4-week pancreatitis and three wild-type mice without caerulein treatment were quantified using miRNA arrays. Overall, 366 of 768 miRNAs were detected in all serum samples. The serum miRNA profile could differentiate the genotypes and different durations of caerulein injections into three distinct clusters by both Variance Stabilization Normalization (VSN) and invariant methods (Figure 1B). The VSN and invariant methods detected 85 and 108 miRNAs with significantly different expressions, respectively. Seventy-six significantly changed miRNAs were detected by both methods, with a kappa index of agreement of 0.71. Of these 76 miRNAs, 30 were increased, and 46 were decreased (Supplementary Table 1). These 76 significantly changed miRNAs revealed the capacity for differentiating the various groups (Figure 1C).

### Serum miRNA profiling cannot differentiate *Kras^G12D^* mice with pancreatitis from wild-type mice with pancreatitis

We next asked whether the affected miRNAs could differentiate mice with PanIN lesions during acute pancreatitis. Serum samples from three *Kras^G12D^* mice with 1-week pancreatitis and seven wild-type mice with 2-week pancreatitis were quantified using miRNA arrays. Overall, 362 of 768 miRNAs were detected in all serum samples. However, the serum miRNA profiles could not differentiate the two groups by either normalization method (Figure 1D). The invariant and VSN methods detected 19 and 18 significantly changed miRNAs, respectively. Eleven significantly changed miRNAs were detected by both methods, with a kappa index of agreement of 0.57. Six of these miRNAs were decreased, and five were increased (Supplementary Table 2). These eleven significantly changed miRNAs could not be used to distinguish the two groups (Figure 1E). Interestingly, four of the 11 significantly changed miRNAs (mmu-miR-196b-5p, mmu-miR-210-3p, mmu-miR-1944(16), and mmu-miR-542-5p) were also identified in the previous experiment.

### Increased miRNAs in serum likely originate from the pancreas of *Kras^G12D^* mice with pancreatitis

We speculated that the increased miRNAs in the serum from the *Kras^G12D^*-pancreatitis group might originate from the pancreas. The miRNA profiles of whole pancreas lysates were quantified in two *Kras^G12D^* mice with 4-week pancreatitis. In total, there were 409 and 394 detectable miRNAs in these two mice; 357 miRNAs were detected in both tissue lysates, and 446 were detected in at least one of the tissue lysates. Over half (16/30) of the increased serum miRNAs in *Kras^G12D^* mice with pancreatitis ranked in the top one hundred miRNAs in the tissue samples. Meanwhile, the decreased miRNAs showed a relatively even distribution in the tissue samples (Figure 2A). These data suggested that the pancreas is the likely source of the increased miRNAs in serum.

**Figure 2:**
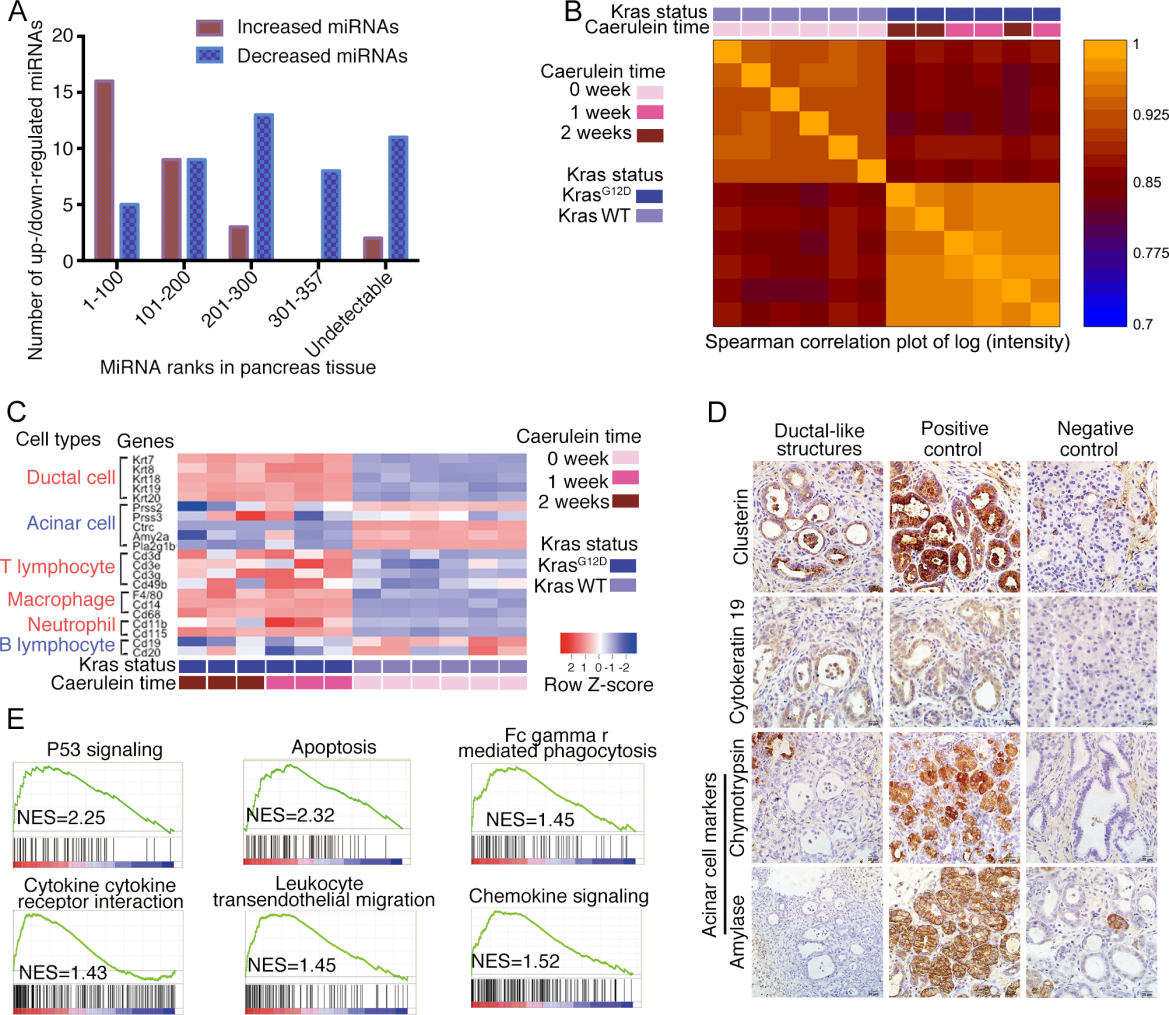
Serum miRNA alterations originate from pancreas (**A**) Significantly increased/decreased serum miRNAs and their ranks in pancreas tissue. (**B**) Spearman correlation plot for mRNA array assay of wild-type mice without acute pancreatitis, *Kras^G12D^* mice with 1- and 2-week of caerulein injection. (**C**) Heatmap of acinar/ductal/immune cell related genes' expressions, data from mRNA array. (**D**) Immunostaining for ductal-like structure. (**E**) Gene Set Enrichment Analysis for enriched pathways in *Kras^G12D^* mice with acute pancreatitis.

### Acinar cell loss and immune cell infiltration occur during pancreatitis in *Kras^G12D^* mice

To ascertain the underlying pathological mechanisms responsible for the circulating miRNA profile changes, the global gene expression profiles in whole pancreas lysates from three 1-week and three 2-week *Kras^G12D^* mice with pancreatitis and six wild-type age-matched mice without pancreatitis were quantified (Data available from GEO Database: Series No. GSE77983). 

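RNA of the whole pancreas was hybridized to 1 array per mouse, which gave 12 arrays in 3 groups. These were 3 *Kras G12D* mice after 1 week and 3 after 2 weeks of injections of caerulein, a cholecystokinin analogue that induces acute pancreatitis, and 6 wild-type mice without caerulein. Genotype and caerulein treatment changed together, and no array held RNA from a wild-type mouse with pancreatitis or from an untreated *Kras G12D* mouse, so a difference between the groups cannot be assigned to either alone. The deposited values are log2 intensities after the authors' Robust Multi-array Average (RMA) normalization, without a filter. The probe set with the highest mean among those with 1 gene symbol stood for each gene, which gave 18193 genes. The groups were compared with limma, and a Benjamini-Hochberg adjusted p under 0.05 over all genes counted as a change. Differences are given as *Kras G12D* mice with pancreatitis minus wild-type mice on the log2 scale with their standard error (SE), n = 6 and 6, and the number of arrays limits their precision.
Normalized values of added controls, and of genes that the pancreas has little reason to express, also differed between the groups. Of the hybridization controls, which are added to every sample in fixed amounts, BioB was higher on the *Kras G12D* arrays by 1.08 (SE 0.231), while BioC differed by −1.81 (SE 0.175), BioD by −1.56 (SE 0.117) and Cre by −1.07 (SE 0.0613). Of 39 olfactory receptor genes, 27 were lower, none was higher, and their median difference was −0.39. Among 8127 genes with a mean log2 value under 2, 906 were higher and 4094 lower, and among the 10066 brighter genes 5684 were higher and 1993 lower. The poly-A controls, bacterial transcripts added before labelling, read 5.20 and 5.24 on 2-week arrays 1 and 3 and 4.08 on 1-week array 3. On the other 3 *Kras G12D* arrays they read 3.37 to 3.67. Xist and the Y-linked genes Eif2s3y and Kdm5d did not go with the labelled sex on 4 arrays, wild-type replicates 1, 2 and 5 and 2-week replicate 3.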

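The pancreas of *Kras G12D* mice with pancreatitis differed from that of wild-type mice in 12677 of 18193 genes (limma, 13209 at an unadjusted p under 0.05). Changes of at least 2-fold were mostly rises, in 3937 genes against 1152 falls. Without a limit on the fold, 6590 genes were higher and 6087 lower. Over all 18193 genes, the *Kras G12D* arrays and the wild-type arrays did not overlap in 8024, where chance gives 0.216%. Rises made up 52.0% of the changes, and this share followed the scaling of the arrays. It was 14.8% after centring on housekeeping genes, which moved the median difference of all genes to −1.15, and 33.8% after centring on the array medians, which moved it to −0.40. It was 92.3% after centring on the hybridization controls, with a median of 0.59, and 73.6% with values under 2 set to 2.
Spearman's rho over all probe sets, which are not independent of each other, averaged 0.964 over the 15 pairs of *Kras G12D* arrays (range 0.948 to 0.975) and 0.921 over the 15 pairs of wild-type arrays (range 0.914 to 0.928). It averaged 0.851 over the 36 pairs of a *Kras G12D* and a wild-type array (range 0.829 to 0.871). The mean within the groups exceeded the mean between them by 0.0912, more than in any other split of the 12 arrays into 6 and 6 (exact permutation test, one-sided, p = 0.00216, the smallest p that these splits allow). Between 1-week and 2-week arrays rho averaged 0.961 over 9 pairs, and within each duration 0.968 over 6 pairs. This difference of 0.00717 was the largest among the 10 splits of 3 against 3 arrays (exact permutation test, one-sided, p = 0.1, the smallest p that 10 splits allow).

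**Figure D1:**
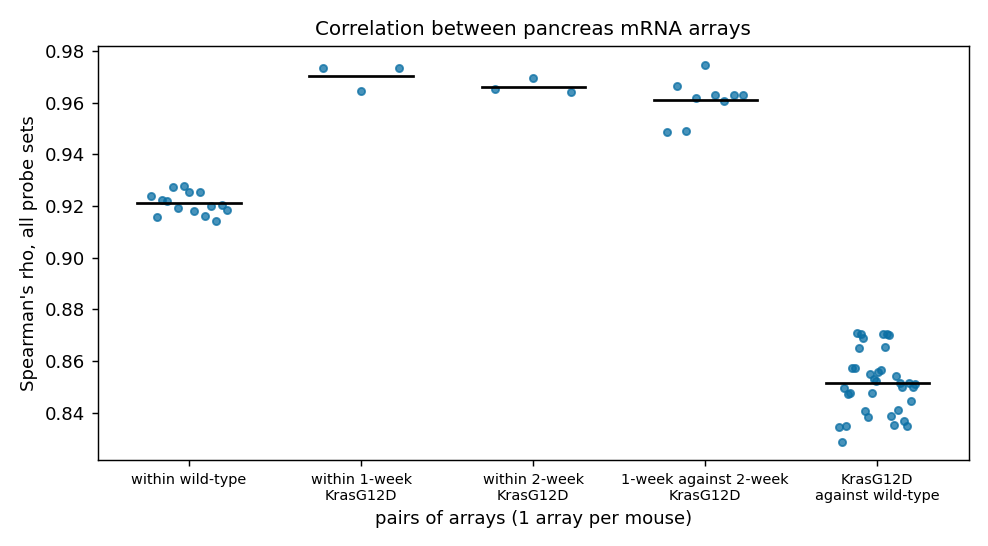
Spearman's rho between arrays, with 1 point per pair of mice and a line at the mean of each kind of pair. The 36 pairs of a *Kras G12D* and a wild-type mouse lie between 0.829 and 0.871, under all pairs within a group.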

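Genes of cell division were lower after 2 weeks of pancreatitis than after 1 week. Of 29 measured genes on a list of proliferation genes, 22 were lower at 2 weeks and none was higher (25 lower when adjusted over the list alone; camera, adjusted p = 3.45e-37 with a preset correlation, and adjusted p = 0.0363 with an estimated correlation). Top2a, a topoisomerase of dividing cells, fell by 2.58 (SE 0.460, limma, adjusted p = 0.00644, n = 3 and 3), Cdc20, an activator of the anaphase-promoting complex, by 2.68 and Bub1, a kinase of the spindle checkpoint, by 2.84. Among the genes higher at 2 weeks were Rgs13 by 5.07 (SE 0.534, adjusted p = 0.000123), Shh, a hedgehog ligand, by 4.17, Chil3 by 3.54, and the mast cell proteases Mcpt2 by 4.67 and Mcpt1 by 3.43, where Rgs13, Shh and Mcpt1 had a 1-week mean under 2, so that their sizes are only rough. Of 13 antigen presentation genes, 4 were higher at 2 weeks and none was lower, the class II genes H2-Aa (1.23), H2-Ab1 (1.01), H2-Eb1 (1.37) and H2-DMa (1.42), with an adjusted p of 7.12e-05 from camera and an adjusted p of 0.132 with an estimated correlation. None of these 4 passed after centring on the hybridization controls. In all, 228 genes were higher and 248 lower at 2 weeks (2330 genes at an unadjusted p under 0.05). This balance followed the scaling, with 88 higher and 440 lower after centring on the hybridization controls, and 340 and 177 after housekeeping centring. Over all 18193 genes the arrays of both durations did not overlap in 2908, where chance gives 10%. Genes are not independent of each other, so this share is not a test. A split that set 2-week replicates 1 and 3 and 1-week replicate 3 against the other *Kras G12D* arrays gave 1473 genes, more than the durations did. With the poly-A control level of each array as a covariate, 169 genes changed, 144 of them among the 476, and 7 of the 29 proliferation genes were lower, while their median difference went from −2.07 to −1.60. The count was 279 with the replicate number as a block, 130 from the 6 *Kras G12D* arrays alone, 239 without 1-week replicate 1 and 1257 without 2-week replicate 2. It was 2886 with array weights, and 0 by an unequal-variance test on each gene alone after adjustment (1288 at an unadjusted p under 0.05). With 3 arrays per duration that last test has little power, so its 0 does not show that the durations were alike.

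**Figure D2:**
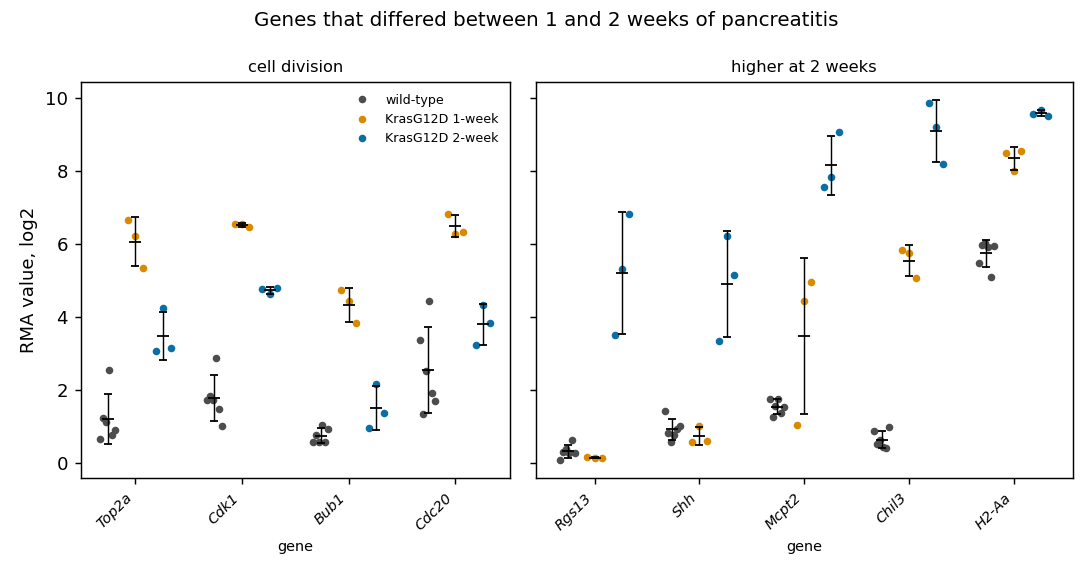
RMA log2 values of genes that differed between 1 and 2 weeks, with 1 point per array and bars for the mean and SD (n = 6 wild-type, 3 and 3 *Kras G12D*). Cdc20, Bub1, Top2a and Cdk1 lie lower on every 2-week array than on every 1-week array, and the other 5 genes lie higher.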

Spearman's correlation analysis demonstrated that the mRNA transcripts could differentiate *Kras^G12D^* mice from wild-type mice but could not differentiate *Kras^G12D^* mice with 1-week or 2-week pancreatitis (Figure 2B), indicating that similar mRNA profile changes occurred in these mice. 

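Keratins of the ductal epithelium rose strongly in *Kras G12D* mice with pancreatitis, while most acinar enzymes fell. Krt7 rose from 1.66 ± 0.28 (SD, n = 6) to 8.78 ± 0.45 (SD, n = 6), a difference of 7.12 (SE 0.199, limma, adjusted p = 3.20e-12). Krt19 was higher by 5.87 (SE 0.239), Krt20 by 5.24 (SE 0.190), Krt18 by 2.66 (SE 0.137) and Krt8 by 2.59 (SE 0.181), and for all 5 keratins every *Kras G12D* array lay above every wild-type array. The phospholipase Pla2g1b fell by 8.98 (SE 0.624) and the protease Ctrc by 7.29 (SE 0.139), again without overlap. The trypsinogen gene Prss2, among the brightest genes in wild-type mice at 12.35 ± 0.05 (SD, n = 6), fell by 0.71 (SE 0.246, adjusted p = 0.0188), and its groups overlapped. A probe set listed for 5 amylase genes, for which no probe set of Amy2a5 alone exists on the array, was lower, with a difference of −1.06 (SE 0.203, adjusted p = 0.000515). Prss3, with a difference of 0.27 (SE 0.279, adjusted p = 0.399), and the chymotrypsinogen gene Ctrb1, with −0.17 (SE 0.174, adjusted p = 0.401), did not pass.
Of 15 measured ductal markers, 13 were higher, Onecut1 was lower (−1.11) and Muc1 did not pass (13 higher and 1 lower adjusted over the list alone; camera, adjusted p = 2.18e-06, and adjusted p = 0.218 with an estimated correlation). Among them Tspan8 rose by 7.75 and the tight junction gene Cldn4 by 6.02. The acinar enzyme list also holds genes of acinar cells that are not enzymes, such as Zg16 and Spink1. Of its 21 measured genes, 19 were lower and none was higher, and 19 were lower when adjusted over the list alone. Camera gave an adjusted p of 1.44e-07, and an adjusted p of 0.274 with an estimated correlation. Among the lower ones were Zg16 (−4.94) and the elastase Cela1 (−3.94). Prss2, Ctrb1, Zg16 and Cela1 read 12.24 to 12.37 in wild-type mice, where the highest probe set of an array read 12.54 to 12.91. Ctrc and Pla2g1b fell to near 2. The sizes of the falls are therefore compressed at both ends and are not compared between genes. Under the other scalings of the arrays 11 to 13 ductal markers were higher and 17 to 21 genes of the acinar enzyme list lower. Prss3 turned to −0.85 after housekeeping centring. Pla2g1b read 5.62 on 1-week replicate 1 and 0.45 to 2.00 on the other 5 *Kras G12D* arrays.

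**Figure D3:**
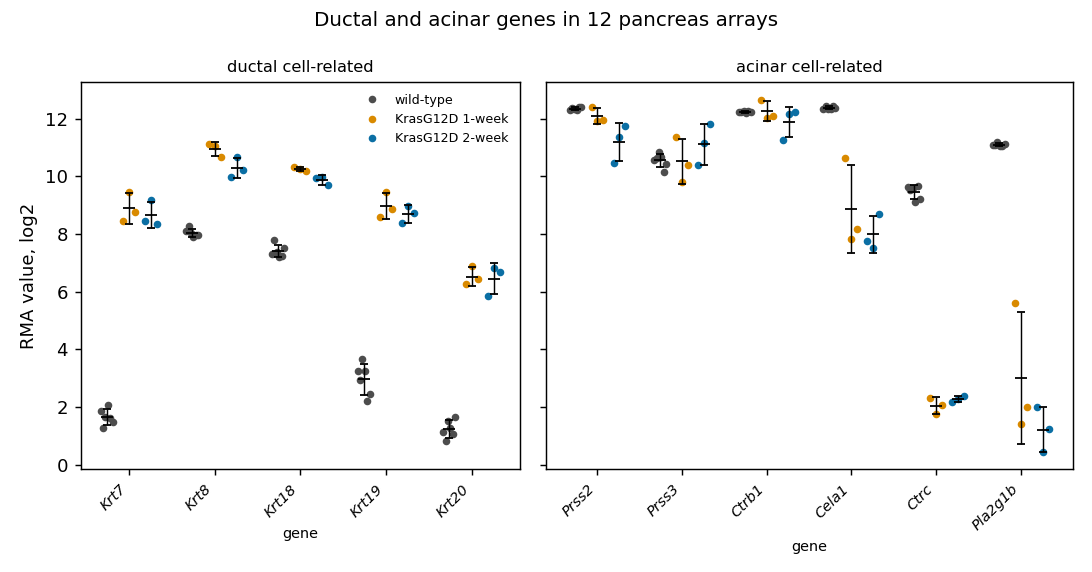
RMA log2 values of ductal and acinar genes, with 1 point per array and bars for the mean and SD (n = 6 wild-type, 3 and 3 *Kras G12D*). The keratins lie higher on all *Kras G12D* arrays, and Ctrc and Pla2g1b lie lower, while Prss3 and Ctrb1 overlap between the groups.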

A heatmap showed that the expression of ductal cell-related genes (*Krt7, Krt8, Krt18, Krt19*, and *Krt20*) was significantly higher and that of acinar cell-related genes (*Prss2, Ctrc, Amy2a*, and *Pla2g1b*) was significantly lower in the *Kras^G12D^* pancreatitis group, reflecting shifting dynamics from the acinar cell compartment to the ductal-like cell compartment (Figure 2C). The ductal-like structures expressed a de-dedifferentiated acinar marker (clusterin) and a ductal marker (cytokeratin 19) but lacked mature acinar markers (amylase and chymotrypsin) by immunostaining (Figure 2D). The expression of genes associated with T lymphocytes and macrophages, but not with B lymphocytes, was higher in the *Kras^G12D^* group, indicating that specific immune cell infiltration occurred during the first two weeks of caerulein-induced pancreatitis (Figure 2C). 

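Macrophage genes rose together, whereas T lymphocyte genes went both ways and B lymphocyte genes were close to the background of the arrays. Of 22 macrophage genes, 21 were higher and none was lower (22 higher adjusted over the list alone; camera, adjusted p = 5.45e-12, and adjusted p = 0.0622 with an estimated correlation). Cd14, a co-receptor for lipopolysaccharide, rose by 5.39 (SE 0.156, limma, adjusted p = 4.47e-12, n = 6 and 6), Cd68 by 4.61 (SE 0.195), Adgre1, which encodes F4/80, by 3.85 (SE 0.146) and the receptor Csf1r by 3.76 (SE 0.180), and lysozyme Lyz2 by 5.85. The wild-type means of Cd14, Cd68 and Adgre1 lay under 2, so the sizes of their rises are only rough. Of 16 measured T lymphocyte genes, 4 were higher and 5 lower, over all genes and adjusted over the list alone, and the list did not pass (camera, adjusted p = 0.427), with 9 of the 16 at a mean log2 value under 2. The T cell receptor genes Cd3g (1.94, SE 0.311), Cd3d (1.45, SE 0.236) and Cd3e (0.34, SE 0.123, adjusted p = 0.0222) and the adaptor Lat (0.63) were the higher ones. The co-receptors Cd4 (−1.47) and Cd8a (−1.28), the kinase Zap70 (−1.43), Cd247 and Cd6 were the lower ones. Itga2, an integrin subunit also found on NK cells, differed by 0.57 (SE 0.227, adjusted p = 0.0357).
Of 14 measured B lymphocyte genes, 12 had a mean log2 value under 2, 3 were higher, Blnk, Cd79b and Pou2af1, and 7 lower (the same numbers adjusted over the list alone; camera, adjusted p = 0.422). Ms4a1, which encodes CD20, differed by −0.26 (SE 0.111, adjusted p = 0.0462), and Blnk, an adaptor of the B cell receptor, by 1.73 (SE 0.176). With values under 2 set to 2, 1 B lymphocyte gene was higher and none lower, 3 T lymphocyte genes were higher and 3 lower, 3 neutrophil genes were higher and none lower, and no NK cell gene passed. Cd19 had no probe set of its own. The antibody genes Igha (3.97), Ighm (3.96) and Jchain (3.68) on a list of 6 plasma cell genes were higher and the other 3 did not pass (camera, adjusted p = 0.168). Of 12 neutrophil genes, 5 were higher, S100a8 (5.27), S100a9 (4.66), Itgam, Mmp9 and Csf3r, and Mpo and Elane were lower (adjusted p = 0.231), with 9 of the 12 under 2. Itgam, which encodes CD11b of myeloid cells, was higher by 1.74 (SE 0.432, adjusted p = 0.00272). Of 9 NK cell genes 3 were higher, Itga2, Klrd1 and Nkg7, and 3 lower, Eomes, Ncr1 and Prf1 (adjusted p = 0.937), and 8 of the 9 were under 2. Of the 13 antigen presentation genes 8 were higher and 2 lower, Ciita and Xcr1 (adjusted p = 0.0880).
After housekeeping centring 1 T lymphocyte gene was higher and 14 were lower, with Cd3e at −0.77 and Itga2 at −0.54, and after centring on the hybridization controls 10 were higher and 3 lower. The same 2 centrings gave 2 higher and 6 lower, then 9 and 0, for neutrophil genes, 5 and 6, then 9 and 0, for antigen presentation genes, and 0 and 7, then 6 and 0, for NK cell genes. For B lymphocyte genes they gave 1 and 11, then 6 and 0. Housekeeping centring moved the median difference of all genes to −1.15, and centring on the hybridization controls moved it to 0.59. Such shifts alone can turn genes near the background. In lists with many dim genes these counts are therefore no evidence of a fall or a rise. Macrophage genes were higher in 20 to 22 of 22 under each scaling.

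**Figure D4:**
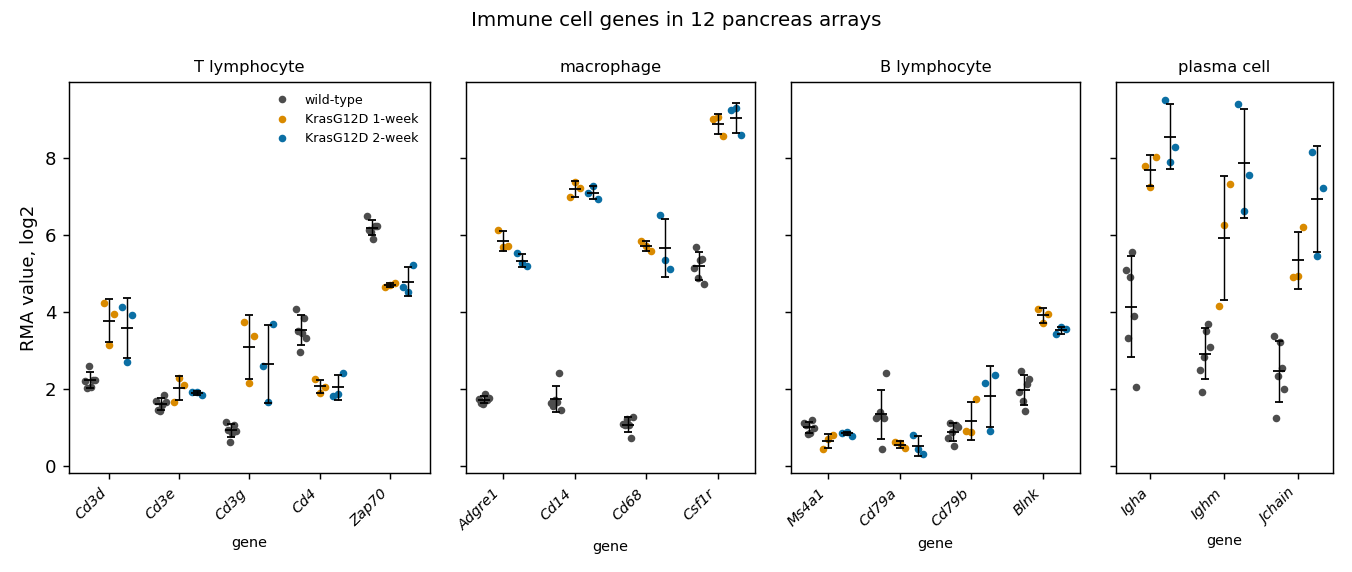
RMA log2 values of immune cell genes, with 1 point per array and bars for the mean and SD (n = 6 wild-type, 3 and 3 *Kras G12D*). The 4 macrophage genes lie higher on all *Kras G12D* arrays, Cd4 and Zap70 lie lower, and the B lymphocyte genes Ms4a1, Cd79a and Cd79b lie near the lower end of the scale in all groups; after housekeeping centring Cd3e and Cd79b change direction.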

Acinar cell loss and the active participation of immune cells during pancreatitis were also observed by Gene Set Enrichment Analysis (GSEA). 

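Sets of RNA processing and cell cycle genes were the most enriched among genes higher in *Kras G12D* mice with pancreatitis, and a set of amino acid breakdown genes led among the lower ones. Of 106 genes for the processing of capped pre-mRNA 89 were higher and 3 lower (camera on mouse Reactome sets, adjusted p = 2.33e-10), and of 90 genes for the synthesis of DNA 75 were higher and 7 lower (adjusted p = 3.29e-10). With an estimated correlation both had an adjusted p of 0.243. The median differences of these sets, 1.05 and 1.31, lay near the 1.18 of the housekeeping genes, so their counts depend on the scaling of the arrays. Of 17 genes of branched-chain amino acid catabolism, the breakdown of leucine, isoleucine and valine, 14 were lower and 2 higher (adjusted p = 4.56e-06, and adjusted p = 0.243 with an estimated correlation). The Neuronal System set, with 124 of 223 genes lower (adjusted p = 8.07e-05, and adjusted p = 0.119 with an estimated correlation), turned its direction among genes with a mean log2 value of at least 5 (adjusted p = 0.904). In total 386 of 680 sets were higher and 36 lower, and none passed with an estimated correlation, where the lowest adjusted p was 0.0912.
Preranked gene set enrichment of lists fixed before the data were examined placed the acinar enzyme list lowest, with a normalized enrichment score of −2.92. It gave macrophage genes 2.51 and ductal markers 2.18. These lists hold genes that the paper shows from the same arrays, so their scores are not fully independent of its selection. Of the 32 lists 18 passed by camera with the preset correlation, and none passed with an estimated correlation. At least 18 passed in 15 of 100 splits of the arrays, the real one included.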

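Genes of p53 signalling and apoptosis and genes of 4 immune functions were more often higher than lower in *Kras G12D* mice with pancreatitis. Higher genes also outnumbered lower ones among all 10066 genes with a mean log2 value of 2 or more, with 5684 higher and 1993 lower. A majority of higher genes therefore does not by itself set a list apart, and p53 signalling lay near this proportion. Of 57 measured p53 signalling genes, 31 were higher and 11 lower (camera, adjusted p = 0.00419, and adjusted p = 0.274 with an estimated correlation). Cdkn1a, the cell cycle inhibitor p21, rose by 3.15 (SE 0.126, limma, adjusted p = 7.78e-11, n = 6 and 6), Pmaip1, which encodes the pro-apoptotic protein Noxa, by 4.70 (SE 0.229), and Ccng2 by 4.29 (SE 0.155). The list also holds genes of the cell cycle and of the matrix, such as Thbs1 (4.17) and the mitotic kinase Cdk1 (3.85). Of 19 p53 targets outside the cell cycle 12 were higher and 1, Sesn1, lower (adjusted p = 0.0201, and adjusted p = 0.238 with an estimated correlation). Of 61 apoptosis genes, 36 were higher and 9 lower (adjusted p = 0.00507, and adjusted p = 0.238 with an estimated correlation). The initiator caspase Casp8 rose by 2.99 (SE 0.148), Apaf1 of the apoptosome by 2.71 (SE 0.270) and Bid by 2.58 (SE 0.194), and Csf2rb, the shared receptor chain for interleukin-3, interleukin-5 and GM-CSF, by 4.44 (SE 0.292).
Of 52 genes of Fc gamma receptor-mediated phagocytosis, 41 were higher and 4 lower, Vav1, Vav2, Pik3cd and Dnm2 (adjusted p = 5.04e-08, and adjusted p = 0.0622 with an estimated correlation). The receptors Fcgr3 (5.94) and Fcgr4 (4.75) and the leukocyte phosphatase Ptprc (4.46) were among the higher ones. Of 78 genes of leukocyte transendothelial migration, 62 were higher and 8 lower (63 higher adjusted over the list alone; adjusted p = 5.81e-09, and adjusted p = 0.169 with an estimated correlation), among them the adhesion molecule Vcam1 (4.88) and Cldn2 (6.63), a claudin of epithelia. Of 156 cytokine and cytokine receptor genes, 74 were higher and 37 lower (39 lower adjusted over the list alone; adjusted p = 0.0212, and adjusted p = 0.196 with an estimated correlation). Of 41 chemokine and chemokine receptor genes, 21 were higher and 6 lower (adjusted p = 0.0169, and adjusted p = 0.274 with an estimated correlation), among them Ccl6 (6.85), Ccl8 (5.99), Ccl9 (5.84) and the receptor Ccr1 (5.11). Many genes named here, such as Ccl8, Ccr1, Pmaip1 and Vcam1, had wild-type means under 2, so the sizes of their rises are only rough. Except where given, the numbers were the same when adjusted over the list alone. All genes of the chemokine list are also on the cytokine list, so these lists are not separate results. The migration list also holds claudins of epithelia, such as Cldn2 and Cldn4. In the Reactome sets for the same functions, 86 of 135 apoptosis genes were higher and 19 lower (adjusted p = 2.94e-07, and adjusted p = 0.243 with an estimated correlation), and 26 of 40 genes of regulation by TP53 were higher and 8 lower (adjusted p = 0.00424, and adjusted p = 0.243 with an estimated correlation). For Fc gamma receptor phagocytosis 36 of 61 were higher and 12 lower (adjusted p = 0.00134, and adjusted p = 0.298 with an estimated correlation), and for interactions at the vascular wall 48 of 82 were higher and 16 lower (adjusted p = 0.00378, and adjusted p = 0.284 with an estimated correlation). For cytokine signalling 112 of 218 were higher and 61 lower (adjusted p = 0.0208, and adjusted p = 0.355 with an estimated correlation), and for chemokine receptors 17 of 44 were higher and 9 lower (adjusted p = 0.430).
After housekeeping centring the majority turned in 5 lists, with 17 higher and 28 lower for p53 signalling, 4 and 11 for the p53 targets outside the cell cycle, 15 and 34 for apoptosis, 44 and 87 for cytokines and 13 and 20 for chemokines. This centring moved the median difference of all genes to −1.15, so such a turn does not by itself show a fall of the members. Among genes with a mean log2 value of at least 5, none of the 6 lists passed by camera, with an adjusted p of 0.0646 to 0.919. The apoptosis list then ranked below the other genes (adjusted p = 0.433). The median difference of all genes tested was 0.585 in this setting, so this rank does not mean that apoptosis genes fell.

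**Figure D5:**
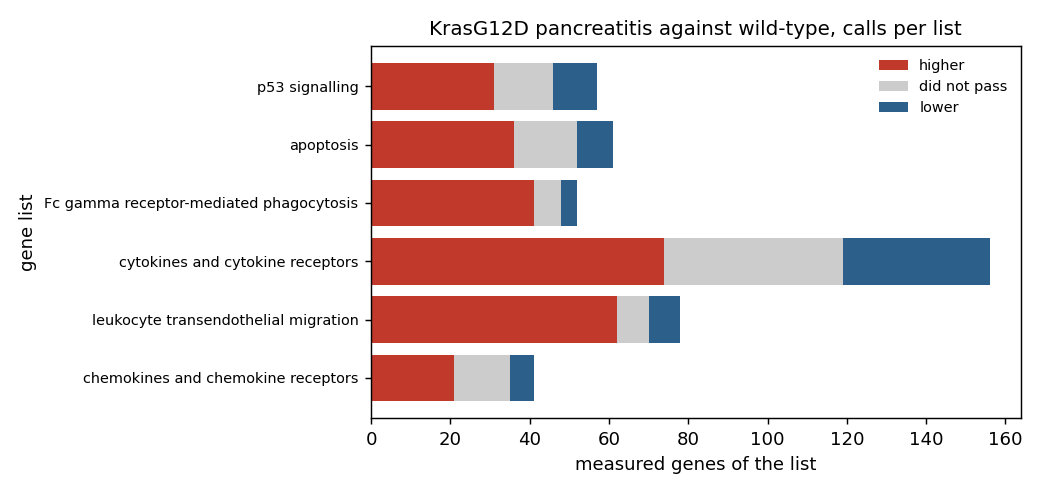
Numbers of measured genes that were higher, lower or did not pass in 6 gene lists, *Kras G12D* mice with pancreatitis against wild-type mice (limma, adjusted p under 0.05). Bars start at 0 and their length is the number of measured genes, from 41 to 156; after housekeeping centring the lower part is the larger one for p53 signalling, apoptosis, cytokines and chemokines.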

Of the twenty most enriched pathways, two (p53 signalling and apoptosis) are involved in acinar cell loss [15], and four are associated with immune cell infiltration (Figure 2E). Pancreatitis promotes the acinar-to-ductal transition in *Kras^G12D^* mice. 

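Transcription factors that maintain the acinar state fell together with the enzymes, and markers of PanIN and gastric-type metaplasia rose. Of 6 acinar transcription factors, 5 were lower and none was higher (5 lower and 1 higher adjusted over the list alone; camera, adjusted p = 0.0130, and adjusted p = 0.366 with an estimated correlation). Bhlha15, which encodes Mist1, fell by 4.80 (SE 0.218, limma, adjusted p = 2.41e-10, n = 6 and 6), Rbpjl by 3.25 (SE 0.247), Ptf1a by 2.24 (SE 0.365) and Nr5a2 by 1.51 (SE 0.283). The fifth was Gata4, and Xbp1 did not pass, both named after their values were seen. Of 16 PanIN and gastric metaplasia markers, 13 were higher and 1, Tff2, lower (13 and 1 adjusted over the list alone; adjusted p = 0.000140, and adjusted p = 0.263 with an estimated correlation). The aspartic protease Ctse rose by 8.02 (SE 0.290), Anxa10 by 7.25 (SE 0.240), the metalloproteinase Mmp7 by 5.30 (SE 0.389) and Gkn3 by 5.17 (SE 0.453). Clu rose by 2.83 (SE 0.217) and encodes clusterin, which the paper uses as a marker of dedifferentiated acinar cells. The mean of this list was 3.13 on wild-type arrays, 6.36 on 1-week arrays and 7.04 on 2-week arrays. At 1 week the paper saw no obvious PanIN, so the rise of these markers does not by itself show such lesions.
The 15 largest rises without overlap of the groups also held genes of other cells. Besides ductal and PanIN markers they included Lcn2 (7.62), a protein of injured epithelia, Gsta4 (7.05), the matrix genes Timp1 (6.79), Postn (6.43) and Col8a1 (6.20), and the myeloid genes Tyrobp (6.44), Arg1 (6.34) and Chil3 (6.68), and Cd52 (6.33) of leukocytes. The 15 largest falls, besides Pla2g1b and Ctrc, included the growth factor Egf (−6.50), Gal (−7.42), Tmed11 (−7.31), the kallikrein Klk1b5 (−7.25), the amino acid transporter Slc38a5 (−6.84), the zinc transporter Slc39a5 (−5.90), the amylase gene Amy1 (−5.58), and Pdia2 (−5.43), a disulfide isomerase of the pancreas. The remaining ones were Hamp2, Gnmt, Vtn, Wdr18 and Hsd17b13, from −6.26 to −5.55. Most of these rises start from wild-type means under 2, such as Lcn2 (0.37), and many of the falls end under 2, so their sizes and their order are only rough. From the higher ductal and lower acinar genes in the heatmap, the paper reads a shift from the acinar to the ductal-like compartment.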

Apoptosis and immune cell infiltration occurred during acute pancreatitis, which might have influenced the serum miRNA profile.

### Serum miRNA-210, miRNA-21 and miRNA-29c levels are increased in *Kras^G12D^* mice without acute pancreatitis

Nine *Kras^G12D^* mice without pancreatitis and ten age-matched wild-type mice were subjected to serial blood collection at 5 and 9 months of age. The mice were sacrificed at approximately 11 months of age; widespread PanIN-1 (Figure 3A, left panel) and occasional PanIN-2/3 (Figure 3A, middle and right panels) lesions were present in the *Kras^G12D^* mice. The quantification of PanIN-1 and PanIN-2/3 lesions is shown in Figure 3B.

**Figure 3:**
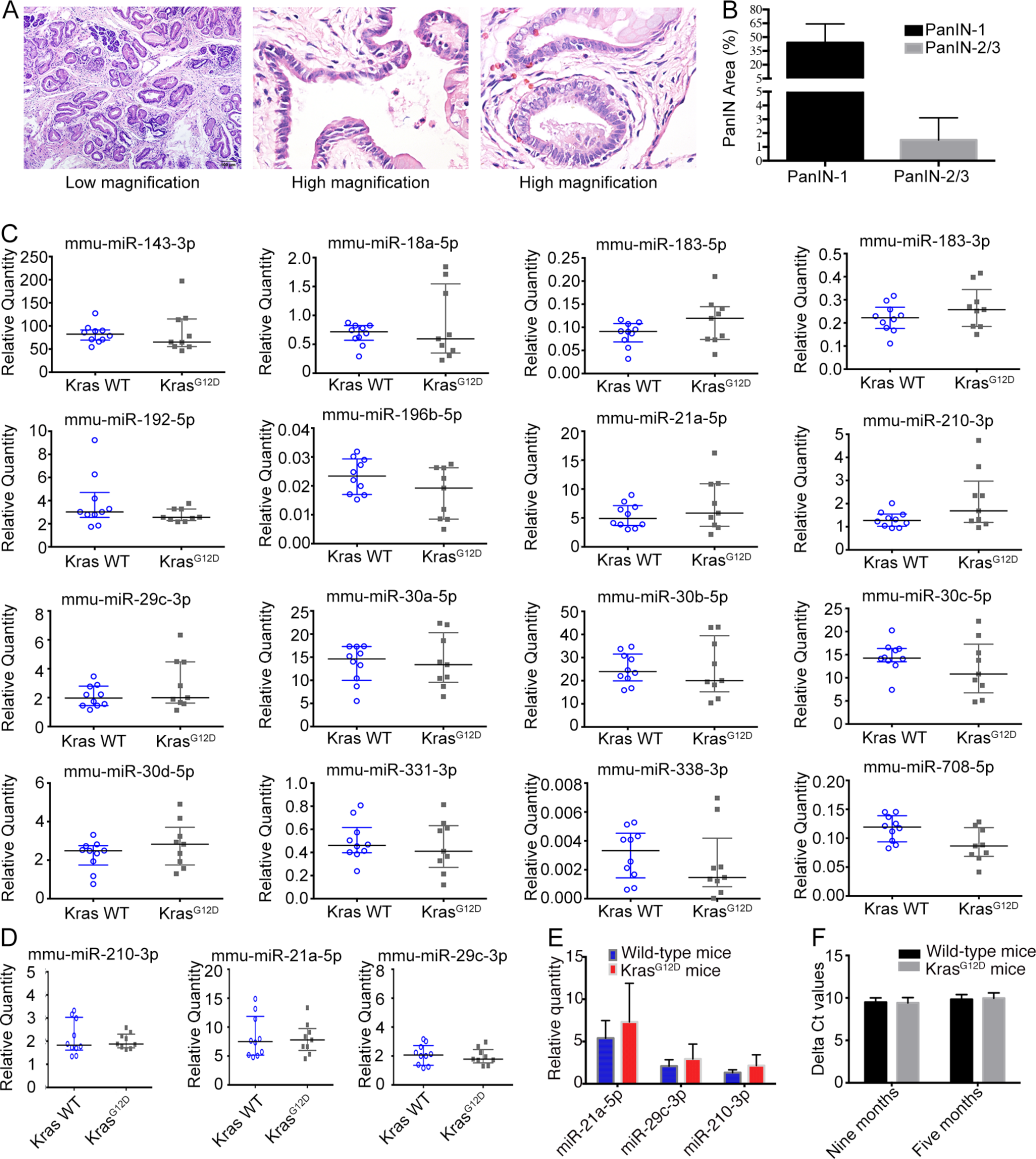
Serum miRNA in *Kras^G12D^* mice without acute pancreatitis (**A**) H & E staining of pancreas from *Kras^G12D^* mice without acute pancreatitis, middle/right panels showed high grade of PanIN (PanIN-2/3). (**B**) Quantification of PanIN-1 and PanIN-2/3. (**C**) MiRNA expression by realtime-PCR for 9-month-old mice. (**D**) MiRNA expression by realtime-PCR for 5-month-old mice. (**E**) Relative quantities for three increased miRNAs at 9-month of age. (**F**) Delta Ct value the two spike-in control miRNAs.

The relative expression of the serum miRNAs was analysed with synthetic cel-miR-39 and cel-miR-54 spike-in controls; the average Ct values of these controls were used for serum miRNA quantification. For serum miRNA validation, a set of 16 miRNAs was quantified using serum samples from 9-month-old mice; ten miRNAs were increased in serum from *Kras^G12D^* mice with acute pancreatitis, and six miRNAs were previously reported to be highly expressed in PanIN or PanIN-3 tissue (Figure 3C) [16]. Three miRNAs (mmu-miR-21, mmu-miR-29c-3p and mmu-miR-210-3p) showed the highest fold changes in the *Kras^G12D^* group. To analyse the miRNA expression trends, we quantified the serum levels of mmu-miR-21, mmu-miR-29c-3p and mmu-miR-210-3p in 5-month-old mice but found no significant increases (Figure 3D). Therefore, certain serum miRNAs tended to increase in *Kras^G12D^* mice without acute pancreatitis in an age-dependent manner (Figure 3E); however, the spectrum of increased miRNAs differed in *Kras^G12D^* mice with and without acute pancreatitis. To validate that the system could reliably quantify miRNAs, the input quantity of cel-miR-54 was 1,000-fold higher than that of cel-miR-39, and we quantified the relative expression of cel-miR-54 normalized to cel-miR-39 as an internal control. The delta Ct value of cel-miR-54 was not significantly different between the *Kras^G12D^* and wild-type groups at either 5 or 9 months (Figure 3F).

### Human homologues of the increased serum miRNAs would be increased or decreased in human pancreatitis and pancreatic cancer tissue

Because the increased miRNAs likely originated from the pancreas, we were interested in how these miRNAs change during human pancreatitis and pancreatic cancer. Twenty-two of the 30 increased miRNAs have a homologous mature human miRNA (Table 1). To explore the expression pattern of these miRNAs in PanIN, pancreatic cancer, and pancreatitis tissue samples, we compared their relative tissue expression in micro-dissected PanIN cells and normal ductal cells [16]. Four human homologous mature miRNAs were significantly increased in PanIN cells, and one human homologous mature miRNA was significantly increased in PanIN-3 cells. In addition, we retrieved the relative miRNA levels in 136 pancreatic cancer, 27 pancreatitis and 22 normal pancreas tissue samples from a publicly available dataset (GSE24279). The miRNA expression changes trended in the same direction for both pancreatitis and pancreatic cancer. Eight miRNAs showed significantly higher levels in pancreatic cancer tissue compared with normal tissue; four of these eight also showed significantly higher levels in pancreatitis tissue compared with normal pancreas tissue. In contrast, ten miRNAs showed significantly lower levels in pancreatic cancer tissue compared with normal tissue, and five of these also showed significantly lower expression in pancreatitis tissue compared with normal pancreas tissue. The other four miRNAs showed no significant changes between pancreatic cancer and normal control tissue (Table 1). Nearly half of the miRNAs tended to change in the same direction for pancreatic cancer and pancreatitis, making it difficult to identify miRNA biomarkers specific for PanIN lesions. To test the possibility of interference from miRNA from residual blood cells, the expression of these 22 miRNAs was compared with that in a previous publication [17]; however, data were available for only 10 of these 22 miRNAs (Table 1).

**Table 1:** Serum up-regulated miRNAs for PanIN-pancreatitis status, expressions in PanIN cell, normal pancreas, pancreatitis and pancreatic cancer tissues, and expression in blood cells

MiRNA names	Expression fold changes in PanIN tissue	Relative expression			*P* values			Highly expressed from residual blood cells
		PC	Pancreatitis	Normal	PC versus normal	Pancreatitis versus Normal	PC versus Pancreatitis	
mmu-miR-200a-3p	6.8 (PanIN)	231.98	196.96	700.64	2.42E−05	1.07E−05	4.39E−01	No
**mmu-miR-192-5p**		310.20	450.18	1573.98	5.69E−09	6.01E−08	1.54E−01	N/A
**mmu-miR-30c-5p**		1089.63	2475.51	3048.49	3.66E−06	2.66E−01	1.96E−03	Yes
**mmu-miR-30b-5p**		762.23	1677.68	2133.47	1.57E−07	1.57E−01	1.74E−03	Yes
**mmu-miR-331-3p**	3.2 (PanIN)	309.38	217.04	136.55	1.12E−11	1.57E−02	6.77E−03	N/A
mmu-miR-375-3p		3983.12	6933.41	9632.71	6.69E−07	2.27E−02	2.17E−03	No
mmu-miR-92a-3p		1094.64	554.96	354.13	4.51E−11	6.39E−02	3.30E−06	Yes
mmu-miR-139-5p		92.26	60.94	65.53	2.99E−01	8.55E−01	2.30E−01	N/A
**mmu-miR-30a-5p**		1863.98	4525.40	5105.85	1.95E−04	5.92E−01	2.96E−03	N/A
mmu-miR-132-3p		431.84	236.44	92.30	2.92E−10	5.13E−03	1.68E−03	N/A
**mmu-miR-143-3p**		1233.11	519.54	765.17	1.01E−02	1.94E−01	4.03E−05	N/A
mmu-miR-15b-5p	6.3 (PanIN)	1974.22	1351.96	748.90	9.20E−12	7.46E−03	4.67E−03	Yes
**mmu-miR-30d-5p**		4860.68	7818.43	7812.94	5.86E−05	9.95E−01	1.03E−03	Yes
mmu-miR-409-3p		108.04	48.45	25.35	1.51E−06	1.13E−01	1.46E−03	N/A
**mmu-miR-210-3p**		259.70	8.45	−8.40	1.05E−10	8.52E−02	1.31E−09	No
mmu-miR-328-3p		−48.93	−53.00	−57.92	1.34E−01	4.88E−01	3.96E−01	Yes
mmu-miR-532-3p		90.03	87.80	21.62	1.32E−06	1.69E−03	9.03E−01	N/A
**mmu-miR-29c-3p**	6.7 (PanIN)	311.82	402.50	952.36	7.86E−07	1.91E−05	1.81E−01	N/A
mmu-miR-340-5p		−37.53	−50.27	−31.49	4.50E−01	2.90E−02	1.02E−02	N/A
mmu-miR-365-3p		64.26	91.09	227.95	9.26E−04	5.00E−03	8.51E−02	N/A
mmu-miR-206-3p		−48.82	−36.75	−36.13	1.73E−02	9.25E−01	2.42E−02	No
**mmu-miR-196b-5p**	64.9 (PanIN-3)	−49.97	−38.75	−46.81	5.67E−01	3.26E−01	1.03E−01	N/A

**Note:** PC: pancreatic cancer.

## DISCUSSION

It would be reasonable to screen for pre-malignant pancreatic lesions in patients presenting with pancreatitis symptoms because this population is at high risk for pancreatic cancer [6]. However, current guidelines do not recommend invasive procedures for most pancreatitis patients, making it difficult to know *a priori* which subpopulation of acute pancreatitis patients already harbours PanIN lesions. Thus, we used a *Kras^G12D^* mouse model to assess the practicality of distinguishing the presence or absence of PanIN in mice with acute pancreatitis. The data indicated that serum miRNAs cannot serve as sensitive biomarkers for detecting PanIN lesions in the setting of acute pancreatitis. Immune cell infiltration and the transition from acinar cells to ductal-like cells were the two sources of miRNA changes, which hindered the identification of miRNA alterations stemming solely from PanIN lesions.

We also tested whether certain serum miRNAs could distinguish mice with PanIN in the absence of acute pancreatitis from those with a normal healthy pancreas, since miRNA alternations did occur in *Kras^G12D^* mice pancreas tissue [18]. Three miRNAs showed a trend of higher levels in the PanIN group. MiR-210 is involved in the pathological progression of pancreatic cancer cells [19] and hypoxia acclimation [20], resulting from the extensive fibrosis observed during pancreatic cancer progression. Furthermore, patient-based serum miRNA studies showed increased levels of miR-21 and miR-210 in pancreatic cancer patients [21]. The fold changes in these two miRNAs in mice with PanIN in our study were lower than those in pancreatic cancer patients [21], which corresponds with the lower tumour burden associated with PanIN than with pancreatic cancer. MiR-29c, a tumour suppressor miRNA in pancreatic cancer [22–24], is increased in PanIN lesions [16] but significantly decreased in pancreatic cancer tissue [22, 24].

Some technical issues are important to note for future miRNA studies. First, serum lacks stably expressed endogenous control miRNAs. Synthetic *Caenorhabditis elegans* miRNAs have been used as quantification controls and have performed well in other studies [25]. The present study used cel-miR-39 and cel-miR-54 as external controls with a 1,000-fold difference in input quantity to verify the experimental accuracy. Second, serum/plasma samples are likely to contain residual miRNAs from blood cells [17, 26], and we strictly followed a protocol to minimize haemolysis during serum preparation. Four of the 22 increased miRNAs in *Kras^G12D^* mice with acute pancreatitis, including miR-210-3p, are not likely to have been affected by miRNAs from residual blood cells. Third, the *Kras^G12D^* mice without caerulein-treatment only contained less than 3% of PanIN-2/3 lesions at 11-month of age. Thus, certain PanIN-2/3 specific miRNAs would not be detectable when *Kras^G12D^* mice were less than 11-month of age in our experiment settings. Fourth, we did not address whether serum miRNA changes progressively in wild-type mice with various time lengths of caerulein treatment in this study, therefore, the different time lengths of caerulein treatment of *Kras^G12D^* and wild-type mice might influence the results of serum miRNA alteration.

In conclusion, the present data reveal that pancreatitis might interfere with serum miRNA profiling and thus make it difficult to use this tool for the early diagnosis of PanIN. Future studies should focus on *Kras^G12D^* mice without acute pancreatitis. New quantification techniques, such as miRNA sequencing, would be helpful for discovering new biomarkers for PanIN lesions.

## MATERIALS AND METHODS

### Animal model inbreeding

The animals were inbred according to animal ethics approval (No. NRCMM07), and all the experiments were conducted according to animal welfare guidelines [27]. B6.129-Krastm4Tyj/Nci (abbreviated as LSL-*Kras^G12D^*; strain number: 01XJ6) and B6.FVB-Tg(Ipf1-cre)1Tuv/Nci (abbreviated as Pdx1-cre; strain number: 01XL5) mice were imported from the National Cancer Institute (NCI) Mouse Repository. These strains were donated to the repository by Dr. Tyler Jacks, Massachusetts Institute of Technology, and Dr. Andrew M. Lowy, University of Cincinnati, respectively. The LSL-*Kras^G12D^*- and Pdx1-Cre-positive mice were named ‘*Kras^G12D^* mutant mice’ because they harbour oncogenic *Kras^G12D^* in the tail and pancreas and spontaneously develop PanIN lesions [28]. Caerulein (Sigma-Aldrich, St. Louis, MO, USA, Cat# C9026) was intra-abdominally injected to induce pancreatitis in all mice and to accelerate PanIN progression in experimental mice [29]. The mice were housed in a 12/12-hour light/dark cycle. All the animals were backcrossed to C57BL/6J mice (B6J, 000664) and then mated with other mice in the same cage. Genotyping was conducted using primers for both LSL-*Kras^G12D^* and Pdx1-Cre (Supplementary Table 3). The mice of other genotypes were named ‘control mice’. Caerulein was diluted in sterile distilled water to a final working concentration of 50 μg/ml and stored at −20°C until use. Caerulein working solution or placebo control was injected at a dose of 0.1 ml per day on Monday through Friday each week [29]. Mouse serum samples were collected by retro-orbital bleeding into Vacuette Serum Tubes (Cruinn Diagnostics, Dublin, Ireland, Cat# 454067), and the blood was incubated at room temperature for 30 minutes to allow for complete clotting. The tubes were then centrifuged at 2,000 × g for 15 minutes at 4°C to yield serum, which was frozen at −80°C until use.

### Histological grading and immunostaining of mouse pancreas tissue

Mouse pancreas tissues were fixed overnight in 4% paraformaldehyde (Sigma-Aldrich, Cat# 158127). Haematoxylin and eosin (H & E) staining and immunostaining were performed to analyse representative cross-sections of the pancreatic head, body and tail. Immunostaining was conducted according to standard protocols [30]. In brief, endogenous peroxide activity was blocked with 3% peroxidase, and the slides were then incubated with 5% BSA to prevent nonspecific binding. The slides were incubated with primary antibodies at an optimal dilution (clusterin: Santa Cruz Biotechnology, Cat# sc-8354, 1:100; cytokeratin 19: Abcam, Cat# ab15463, 1:100; chymotrypsin: Abcam, Cat# ab35694, 1:100; and amylase: Santa Cruz Biotechnology, Cat# sc-46657, 1:100) and appropriate secondary antibodies. The horseradish peroxidase polymer detection system (PV-9001; GBI Labs, Mukilteo, WA, USA) was employed to detect antibody staining. Five to ten randomly selected 100X H&E images were quantified by a pathologist using standard pathological criteria [31, 32].

### Pancreas mRNA quantification

Pancreas tissues were cut into small pieces and submerged overnight in RNAlater (Life Technologies, Cat# AM7022). The tissue samples were then frozen at −80°C until use. Briefly, total RNA was extracted from tissue with miRNeasy Mini Kit (QIAGEN,217004) and RNase-Free Dnase Set (QIAGEN,79254). RNA quality was analysed by electrophoresis of 28S and 18S ribosomal RNA. Biotin-labelled cDNA was obtained from 250 ng of total RNA with the Gene AmpPCR System 9700 (Life Technologies). Following the manufacturer's instructions, 10 μg of cDNA was fragmented and hybridized to the GeneChip^®^ Mouse Genome 430 2.0 Array. The DNA chips were washed, stained using the GeneChip^®^ Fluidics Station 450 and scanned using the GeneChip^®^ Scanner 3000 7G (Affymetrix, Part # 00-0213).

### Quantification of serum miRNAs

### Spike-in control

Two synthetic *C. Elegans* miRNAs (*Cel-miRs*), Cel-miR-39-3p (Life Technologies, Cat# MC10956) and Cel-miR-54-3p (Life Technologies, Cat# MC10279), were used as spike-in controls and were diluted in UltraPure DEPC-treated water (Life Technologies, Cat# MC 750023) to the working concentration. Five microlitres of each *Cel-miR* was added into 100 μL of a serum sample (Supplementary Table 4). These two *Cel-miRs* are not homologous to known human or mouse miRNAs, and they were previously validated as effective external controls for serum miRNA quantification [25].

### RNA extraction

RNA was extracted according to the manufacturer's instruction and a previous report [25]. Specifically, QIAzol Lysis Reagent was added to the reaction system to inactivate endogenous serum RNases before spiking in two synthetic miRNA controls at the respective working concentrations. The rest of the steps were the same as those in the standard protocol.

### Reverse transcription

MiRNA primers consisted of either the universal Megaplex™ RT Rodent Pool A/B v3.0 (10X) (Life Technologies, Cat# 4399970/4444292) or a mixture of target miRNA primers (Life Technologies, Cat# 4427975). Briefly, miRNA primers, TaqMan MiRNA Reverse Transcription Reagent (Life Technologies, Cat# 4366596) and nuclease-free water were mixed in a final volume of 4.5 μl. Then, 3 μl of total RNA was added to the reaction system, and 40 cycles of reverse transcription (16°C for 2 minutes, 42°C for 1 minute and 50°C for 1 second) were performed, followed by incubation at 85°C for 5 minutes and subsequent cooling to 4°C.

### Pre-amplification

MiRNA pre-amplification primers consisted of either Megaplex™ PreAmp Primers, Rodent Pool A/B v3.0 (Life Technologies, Cat# 4399203/4444308) or Megaplex PreAmp Primers (Life Technologies, Cat# 4444747). The pre-amplification reactions included cDNA from the previous step, TaqMan PreAmp Master Mix (Life Technologies, Cat# 4391128), miRNA pre-amplification primers and nuclease-free water and were performed at 95°C for 10 minutes, 55°C for 2 minutes, and 72°C for 2 minutes, followed by 12 cycles of 95°C for 15 seconds and 60°C for 4 minutes. The pre-amplification products were diluted in DEPC-treated water.

### MiRNA expression profiling

The PCR samples contained the following: diluted pre-amplified cDNA, TaqMan Universal Master Mix II without uracil N-glycosylase (UNG) (Life Technologies, Cat# 4440040) and nuclease-free water. The reactions were performed in a 7900HT machine with a System Automation Accessory Upgrade (Life Technologies, Cat# 4329007). The 2 cards were designed with 768 assays for miRNAs from Sanger miRBase v14.

### Real-time PCR for individual miRNA targets

The PCR mixtures contained the following: cDNA product, TaqMan Universal Master Mix II without UNG, 20× TaqMan MiRNA Assays, and nuclease-free water. PCR was performed at 94.5°C for 10 minutes, followed by 40 reaction cycles of 97°C for 30 seconds and 59.7°C for 1 minute, in a 7900HT Fast Real-Time PCR Machine (Life Technologies, Cat# 4351405).

### Statistical analysis

The pancreas mRNA expression microarray data were normalized using the Robust Multi-array Average (RMA) method [33], and GSEA was conducted according to the standard protocol to identify enriched pathways [34]. The pancreas mRNA expression microarray data were processed with the ‘affy’ package [35]. The normalized values from mice with or without caerulein treatment were compared using the ‘limma’ package [36]. The heatmap was generated using the ‘gplots’ package [37], with clustering of the selected genes.

Serum miRNA profiling data were normalized using both VSN [38] and invariant methods [39]. For the VSN method, the amount of miRNA(x) with a Ct value of x was calculated as 2^[50–Ct(x)]^, in which an miRNA with a Ct value of 50 was arbitrarily defined as one unit to facilitate calculation. For the invariant method, we chose “mmu-miR-146a-5p”, “mmu-miR-16-5p”, “mmu-miR-30e-5p” and “mmu-miR-744-5p” as invariant serum miRNAs, as indicated in a previous study [40]. The heatmap was generated using the ‘gplots’ package [37] with hierarchical clustering of all miRNAs with available values or of the significantly changed miRNAs.

Tissue miRNA expression profiles were normalized using U6 snRNA as an endogenous control. The normalized Ct value of miRNA(x) was 2^[Ct(U6 snRNA)–Ct(x)]^ [41]. MiRNA expression was ranked based on the average normalized Ct value of duplicate pancreas tissue samples.

For miRNA real-time PCR, the relative expression of miRNA(x) was calculated as 2^[average[Ct(cel-miR-39-3p) and Ct(cel-miR-54-3p)]–Ct(x)]^. Individual miRNA real-time PCR data were normalized by standard methods.

Student's two-tailed *t* test was conducted with the assumption of unequal standard deviations. Statistical significance was set at *p* < 0.05. The kappa index was according to the standard calculation method [42]. All the analyses were conducted using R 3.1.0 and GraphPad Prism version 6 for Mac OS X (GraphPad Software, La Jolla, CA, USA).

## SUPPLEMENTARY MATERIALS TABLES

# Supplementary material for: Challenges in detecting pre-malignant pancreatic lesions during acute pancreatitis using a serum microRNA assay: a study based on KrasG12D transgenic mice
**Source:** Oncotarget. 2016 Mar 17;7(16):22700–10. doi: 10.18632/oncotarget.8148
**Supplement:** Supplementary file 1

Challenges in detecting pre-malignant pancreatic lesions during acute pancreatitis using a serum microRNA assay: a study based on *Kras*^{G12D} transgenic mice

Supplementary Materials

Supplementary Table S1: Increased/decreased miRNA between *Kras*^{G12D} mice with acute pancreatitis and wild-type mice without pancreatitis

MiRNA names	VSN method				Invariant method				Up/Down regulation
	mean_control_VSN	mean_case_VSN	delta_mean_VSN	p_value_VSN	mean_control_invariant	mean_case_invariant	delta_mean_invariant	p_value_invariant	
mmu-miR-138-1-3p	20.038	24.196	4.158	0.045	70.266	74.339	4.074	0.039	Up
mmu-miR-547-3p	19.075	22.505	3.431	0.019	69.302	72.649	3.346	0.029	Up
mmu-miR-182-5p	25.808	29.217	3.408	0.015	76.036	79.360	3.324	0.036	Up
mmu-miR-375-3p	26.689	30.019	3.33	0.004	76.917	80.162	3.246	0.010	Up
rno-miR-381	18.095	21.374	3.279	0.01	68.322	71.517	3.195	0.018	Up
mmu-miR-196b-5p	24.356	27.598	3.241	0.008	74.584	77.741	3.157	0.011	Up
mmu-miR-132-3p	27.031	29.505	2.473	0.025	77.259	79.648	2.389	0.049	Up
mmu-miR-29c-3p	28.777	31.219	2.442	0.002	79.004	81.362	2.358	0.006	Up
mmu-miR-434-3p	25.178	27.568	2.39	0.011	75.406	77.711	2.306	0.038	Up
mmu-miR-409-3p	24.104	26.099	1.994	0.008	74.332	76.242	1.910	0.027	Up
mmu-miR-215-5p	28.826	30.797	1.971	0.001	79.054	80.941	1.887	0.009	Up
mmu-miR-34b-3p	24.649	26.52	1.871	0.002	74.877	76.664	1.787	0.016	Up
mmu-miR-200a-3p	30.6	32.384	1.784	0.024	80.828	82.528	1.700	0.016	Up

mmu-miR-365-3p	25.975	27.727	1.752	0.000	76.203	77.870	1.668	0.005	Up
mmu-miR-15b-5p	32.619	34.342	1.723	0.001	82.846	84.485	1.639	0.001	Up
mmu-miR-328-3p	32.089	33.751	1.662	0.005	82.316	83.894	1.578	0.039	Up
mmu-miR-192-5p	31.018	32.634	1.617	0.009	81.246	82.778	1.532	0.038	Up
mmu-miR-210-3p	30.34	31.934	1.594	0.005	80.568	82.078	1.510	0.011	Up
rno-miR-224	22.256	23.813	1.556	0.011	72.484	73.956	1.472	0.046	Up
mmu-miR-30d-5p	30.611	32.118	1.506	0.001	80.839	82.261	1.422	0.006	Up
mmu-miR-143-3p	29.073	30.558	1.485	0.019	79.300	80.701	1.401	0.037	Up
mmu-miR-30c-5p	35.599	36.969	1.37	0.004	85.827	87.112	1.285	0.043	Up
mmu-miR-206-3p	30.631	31.943	1.312	0.016	80.858	82.086	1.228	0.005	Up
mmu-miR-139-5p	30.648	31.814	1.166	0.005	80.875	81.957	1.082	0.047	Up
mmu-miR-30b-5p	35.513	36.647	1.134	0.026	85.741	86.791	1.050	0.012	Up
mmu-miR-92a-3p	35.532	36.497	0.965	0.009	85.760	86.641	0.881	0.002	Up
mmu-miR-532-3p	28.184	29.078	0.894	0.007	78.412	79.221	0.809	0.033	Up
mmu-miR-331-3p	30.625	31.468	0.843	0.035	80.853	81.612	0.759	0.001	Up
mmu-miR-340-5p	28.705	29.522	0.817	0.03	78.932	79.665	0.733	0.025	Up
mmu-miR-30a-5p	33.726	34.419	0.693	0.033	83.954	84.562	0.609	0.012	Up
mmu-miR-532-5p	30.644	30.16	-0.484	0.027	80.872	80.304	-0.568	0.044	Down
rno-miR-7a#	30.081	29.285	-0.796	0.004	80.309	79.428	-0.881	0.022	Down
mmu-miR-193-3p	21.15	20.207	-0.943	0.02	71.378	70.350	-1.027	0.010	Down
mmu-miR-186-3p	26.027	25.033	-0.993	0.039	76.254	75.177	-1.078	0.006	Down

mmu-miR-195-5p	34.56	33.488	-1.072	0.021	84.788	83.631	-1.156	0.009	Down
mmu-miR-2134(15)	37.493	36.283	-1.21	0.017	87.721	86.427	-1.295	0.036	Down
mmu-miR-542-5p	22.177	20.96	-1.217	0.023	72.405	71.104	-1.302	0.043	Down
mmu-let-7a-1-3p	24.377	23.153	-1.224	0.011	74.605	73.296	-1.309	0.034	Down
rno-miR-345-3p	24.607	23.351	-1.256	0.021	74.835	73.494	-1.341	0.013	Down
mmu-miR-872-3p	26.672	25.332	-1.341	0.001	76.900	75.475	-1.425	0.025	Down
mmu-miR-15b-3p	30.606	29.197	-1.409	0.016	80.833	79.340	-1.493	0.001	Down
hsa-miR-136#	23.855	22.367	-1.488	0.029	74.082	72.510	-1.572	0.047	Down
mmu-miR-297a-3p	24.181	22.644	-1.537	0.003	74.409	72.788	-1.621	0.039	Down
mmu-miR-425-3p	26.158	24.602	-1.556	0.001	76.385	74.745	-1.640	0.013	Down
mmu-miR-22-5p	25.618	24.052	-1.566	0.000	75.846	74.196	-1.650	0.003	Down
mmu-miR-1306-3p	24.5	22.915	-1.585	0.002	74.728	73.059	-1.669	0.009	Down
mmu-miR-322-3p	26.858	25.18	-1.679	0.01	77.086	75.323	-1.763	0.024	Down
mmu-miR-196a-5p	25.645	23.966	-1.68	0.008	75.873	74.109	-1.764	0.002	Down
mmu-miR-15a-3p	27.866	26.176	-1.69	0.006	78.094	76.319	-1.775	0.009	Down
rno-miR-352	25.952	24.245	-1.707	0.001	76.180	74.389	-1.791	0.012	Down
mmu-miR-2146(15)	32.786	31.052	-1.734	0.002	83.014	81.195	-1.819	0.000	Down
mmu-miR-21-3p	22.348	20.585	-1.763	0.016	72.575	70.728	-1.847	0.044	Down
mmu-miR-7b-5p	23.432	21.666	-1.766	0.004	73.660	71.810	-1.850	0.005	Down
mmu-miR-339-3p	26.5	24.674	-1.826	0.02	76.727	74.817	-1.910	0.038	Down
mmu-miR-450b-3p	23.587	21.754	-1.833	0.016	73.814	71.897	-1.918	0.041	Down

mmu-miR-1954	23.039	21.15	-1.889	0.000	73.267	71.294	-1.973	0.003	Down
mmu-miR-1949	25.923	23.876	-2.047	0.005	76.150	74.019	-2.131	0.038	Down
mmu-let-7g-3p	21.492	19.415	-2.076	0.000	71.719	69.558	-2.161	0.000	Down
mmu-let-7i-3p	21.596	19.437	-2.158	0.012	71.823	69.581	-2.243	0.005	Down
mmu-miR-338(9.2)	22.952	20.79	-2.162	0.002	73.180	70.934	-2.246	0.021	Down
mmu-miR-1944(16)	27.203	25.033	-2.17	0.022	77.430	75.176	-2.254	0.020	Down
mmu-miR-494(9.2)	17.149	14.94	-2.209	0.016	67.377	65.084	-2.293	0.013	Down
mmu-miR-449c-5p	25.258	22.855	-2.403	0.003	75.486	72.998	-2.488	0.000	Down
mmu-miR-1953	20.078	17.668	-2.41	0.013	70.306	67.812	-2.494	0.005	Down
mmu-miR-214-5p	25.941	23.486	-2.455	0.013	76.169	73.629	-2.540	0.025	Down
mmu-miR-99b-3p	21.831	19.328	-2.503	0.004	72.059	69.472	-2.587	0.017	Down
mmu-miR-1950	19.279	16.733	-2.546	0.014	69.507	66.876	-2.631	0.026	Down
mmu-miR-467b-3p	22.441	19.861	-2.58	0.026	72.669	70.004	-2.665	0.032	Down
mmu-miR-26b-3p	23.085	20.496	-2.589	0.005	73.313	70.639	-2.674	0.016	Down
mmu-miR-669m-3p	22.675	20.053	-2.622	0.000	72.903	70.197	-2.706	0.000	Down
mmu-miR-10b(9.2)	20.493	17.801	-2.693	0.004	70.721	67.944	-2.777	0.004	Down
mmu-miR-1932	19.903	17.203	-2.7	0.023	70.131	67.346	-2.785	0.037	Down
mmu-miR-1968-5p	22.737	19.93	-2.807	0.008	72.965	70.073	-2.892	0.032	Down
rno-miR-99a#	21.521	18.645	-2.876	0.003	71.748	68.788	-2.960	0.001	Down
mmu-miR-455-5p	25.69	22.136	-3.555	0.004	75.918	72.279	-3.639	0.002	Down
mmu-miR-1947-5p	21.742	17.712	-4.03	0.001	71.969	67.855	-4.114	0.000	Down

Supplementary Table S2: Increased/decreased miRNA between *Kras*^{G12D} mice with acute pancreatitis and wild-type mice with pancreatitis

MiRNA names	Invariant method				VSN method				Up/Down regulation
	mean_control_invariant	mean_case_invariant	delta_mean_invariant	p_value_invariant	mean_control_VSN	mean_case_VSN	delta_mean_VSN	p_value_VSN	
mmu-miR-293-3p	72.488	65.038	7.450	0.001	22.321	15.055	7.266	0.001	Down
**mmu-miR-196b-5p**	79.010	74.804	4.206	0.002	28.843	24.821	4.022	0.003	Down
mmu-miR-466j	74.602	72.651	1.951	0.014	24.435	22.667	1.768	0.018	Down
mmu-miR-214(9.2)	80.798	79.438	1.360	0.026	30.631	29.455	1.176	0.014	Down
mmu-miR-223(9.2)	89.686	88.393	1.293	0.022	39.520	38.410	1.109	0.019	Down
**mmu-miR-210-3p**	82.400	81.380	1.020	0.016	32.234	31.397	0.837	0.043	Down
rno-miR-532-5p	76.798	77.766	-0.968	0.031	26.632	27.783	-1.151	0.007	Up
mmu-miR-345-5p	76.796	77.826	-1.031	0.038	26.629	27.843	-1.214	0.007	Up
**mmu-miR-1944(16)**	76.905	77.967	-1.062	0.026	26.739	27.984	-1.245	0.048	Up
mmu-miR-539-5p	75.261	76.464	-1.203	0.029	25.094	26.481	-1.387	0.038	Up
**mmu-miR-542-5p**	74.783	76.884	-2.101	0.035	24.617	26.901	-2.284	0.023	Up

Supplementary Table S3: Primer sequences for genotyping the LSL-Kras and Pdx1-Cre loci

Gene	Forward Primer	Reverse Primer
LSL-KrasG12D	CCTTTACAAGCGCACGCAGACTGTAGA	AGCTAGCCACCATGGCTTGAGTAAGTCTGC
Pdx-Cre	CTGGACTACATCTTGAGTTGC	GGTGTACGGTCAGTAAATTTG

Supplementary Table S4: Spike-in controls for serum miRNA real-time PCR assay

Cel-miR	Sequence	Molecular Weight (g/mole)	nmole/OD260	μg/OD260	Working Concentration	Amount/100 ul serum	Concentration in serum
Cel-miR-39-3p (ssDNA)	5'-UCACCGGGU<br>GUAAAUCAG<br>CUUG-3'	6666.3	4.9	32.69	4 fmol/μL	20 fmol	200 fmol/ml
Cel-miR-54-3p (dsDNA)	5'-UACCCGUAAU<br>CUUCAUAAUCC-<br>GAG-3	14667.4	2.14	31.44	4 pmol/μL	20 pmol	200 pmol/ml

How the deposited data were processed for this re-analysis (not part of the article)

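The deposited data are pancreas mRNA values from 12 Affymetrix mouse genome arrays, 1 per mouse. They cover 3 *Kras G12D* mice with 1 week of caerulein-induced pancreatitis, 3 with 2 weeks, and 6 wild-type mice without pancreatitis. The authors processed the arrays in R 3.1.0 with the affy package and RMA, whose version is not given, and compared mice with and without caerulein using limma. The deposited values are on the log2 scale, without detection calls or a filter. The arrays do not share 1 distribution, with medians of 1.09 to 1.18 on the *Kras G12D* arrays and 1.27 to 1.38 on the wild-type arrays, so a step beyond the quantile normalization of RMA, or RMA on separate groups of arrays, is not ruled out. The image files were not used, and the normalization was not repeated. The serum and tissue miRNA measurements, the staining and the human data have no deposited values in this series and were left out.

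Of 45101 probe sets, 64 are controls, 34945 carry 1 gene symbol, 932 several and 9224 none. For each gene the probe set with the highest mean over the 12 arrays was used, which gave 18193 genes, of which 18145 have a current symbol. R 4.3.3 with limma 3.58.1, fgsea 1.28.0 and data.table 1.17.8, and Python 3.11.15 with matplotlib 3.10.9 and numpy 2.4.6 were used. Groups were compared with limma (lmFit and eBayes without trend), in 2 groups for *Kras G12D* mice with pancreatitis against wild-type mice, and in 3 groups for 2 weeks against 1 week and for each duration against wild-type mice. The last 2 comparisons share the wild-type arrays, so no overlap between them was read. A Benjamini-Hochberg adjusted p under 0.05 over all genes counted as a change.

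The 32 gene lists were written from textbook knowledge before the data were examined, as were the main settings and most alternatives. The host genes were chosen for miRNAs that the paper found increased in serum. The ductal, acinar enzyme, T lymphocyte and macrophage lists hold genes that the paper shows from these same arrays, such as Krt7, Ctrc, Cd3d and Cd14. Counts and tests of these lists are therefore not fully independent of the paper's selection. The lists for p53 signalling, apoptosis, phagocytosis, cytokines, transendothelial migration and chemokines follow the pathway names in Figure 2E but are not the gene sets the authors used, and 79 list genes were not measured. Each list was tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists, and again with an estimated correlation, with fry and with preranked enrichment. Mouse Reactome sets of 15 to 300 measured genes were tested with camera at both correlations and with preranked enrichment. The text names the genes that the paper names for the arrays, the 15 largest rises and 15 largest falls without overlap of the groups, the 10 largest of each direction between the durations, and up to 4 members per list. The rule also names members that go against the majority of a list. After the values were seen, this part was kept to lists with 5 or fewer such members, and larger numbers are given as counts. Other members of counts of 5 or fewer, such as Cd8a, Cd247, Cd6, Csf3r, Ncr1 and Prf1, were named after their values were seen.

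Spearman's rho was computed over all probe sets for each pair of arrays, with an exact permutation test over all splits of the arrays. The same fits were run on 100 splits of the 12 arrays into 6 and 6, and on all splits for the smaller comparisons. Alternatives were the mean of all probe sets of a gene, every probe set by itself, a filter at a mean log2 value of 5, centring on housekeeping genes or on the array medians, a trend and robust fit, array weights, sex as a covariate, labelled females alone, the replicate number as a block, a 2-fold limit, the t-test with unequal variances that the methods give without naming the arrays, and leaving out each array in turn. Chosen after seeing the data were setting values under 2 to 2, centring on the hybridization controls, leaving out 4 arrays, and the poly-A control level as a covariate. The replicate numbers were checked for pairing. Residuals of arrays with the same number had correlations from −0.295 to 0.45, and 4 of 9 arrays were closest to an array of their own number, so the numbers were not taken as pairs. No 2 of the 66 pairs of arrays were identical. Labelled sex was checked with Xist (under 5) and the mean of Eif2s3y and Kdm5d (above 1), limits that were chosen after the values were seen.

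The fit was tested on simulated data of 18193 genes with the spread of these arrays, of which 200 were changed. For 6 against 6 arrays it recovered 18% of genes changed by 0.5 on the log2 scale, 90% at 1 and 100% at 2, with 9 false calls. For 3 against 3 arrays it recovered 0%, 54% and 100%, with 11 false calls. Of the simulated lists, 1 of 1 changed lists and 0 of 31 unchanged lists passed. The simulated genes were drawn independently of each other and without any structure between arrays. In the real data a split of the *Kras G12D* arrays across the durations gave 1473 genes, so the numbers of false calls need not hold there.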

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

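The tests of sex labels, dim genes and proliferation described here were chosen after the results were seen, while the splits of the arrays were planned.

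Transcripts of dividing cells set the durations of pancreatitis apart. Of the proliferation list 22 of 29 genes were lower at 2 weeks than at 1 week, and the list's mean was at least 4.51 on each 1-week array and at most 3.38 on each 2-week array. The scaling of the arrays as the whole cause is argued against by a median of −1.94 after housekeeping centring. A smaller share of tissue other than acini at 2 weeks is argued against by the macrophage, fibroblast and ductal lists, whose lowest median difference was −0.27. A difference between arrays that the poly-A controls follow, as the whole cause, is argued against only by a criterion set after the values were seen. The first criterion, on the list's median and on most genes still being lower, did not decide the question. By the later one, the list's mean was lower at 2 weeks by a difference of −1.82 (SE 0.259) without these controls as a covariate. With them it was −1.34 (SE 0.250, interval −1.91 to −0.76 at a confidence of 0.95), and −1.40 (SE 0.226) on the 6 *Kras G12D* arrays alone. For single genes the median difference went from −2.07 (median SE 0.313) to −1.60 (median SE 0.387), and 7 of the 22 calls were left because the difference shrank and its error grew, so a part that goes with the poly-A controls stays open, as does the duration of caerulein as a hypothesis.

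Many dim genes were slightly lower on the *Kras G12D* arrays, with a median difference of −0.30 among the 8127 genes under 2. A background that read lower on these arrays is a candidate explanation, since 69.2% of the olfactory receptor genes, which the pancreas has little reason to express, were lower as well. A scale factor common to all signals is argued against by BioB, which was higher by 1.08 while the other 3 hybridization controls were lower. Separate hybridization of the groups cannot be told apart from the condition, because the labels give no hybridization dates and a control differed by as much as −1.81. Lower expression of these genes in *Kras G12D* mice with pancreatitis was not tested and stays open.

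Sex-linked genes did not go with the labelled sex on 4 of 12 arrays. Arrays with a Y-linked signal had Xist at or under 2.78 and all others at or above 7.02, a gap without values in between. An exchange of arrays between *Kras G12D* and wild-type mice is argued against by Krt7, whose lowest *Kras G12D* value lay 6.30 above the highest wild-type value. An exchange of sex labels among the wild-type mice alone is argued against by their 3 arrays with a Y-linked signal against 2 male labels. Sex labels put in another order over the 12 mice cannot be told apart from single wrong labels, as 3 arrays with a Y-linked signal stand against 3 male labels, and no biological explanation was tested.

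Between 2 weeks and 1 week 476 genes differed by a test of the difference itself. The 10 splits of the *Kras G12D* arrays are too few for a share under 0.05, and 2 of them gave a count as large, the real one with 476 and another with 1473 genes. That other split set 2-week replicates 1 and 3 and 1-week replicate 3 against the rest, and it follows the rank order of the poly-A controls. By value, 1-week replicate 3 (4.08) lay nearer to the rest (up to 3.67) than to 2-week replicates 1 (5.20) and 3 (5.24). The number of genes of that split points to a structure of the samples besides the duration. With the poly-A controls as a covariate 169 genes differed. The largest differences were higher at 2 weeks for Rgs13 (5.07), Mcpt2 (4.67), Adamdec1 (4.35), Shh (4.17), Ear3 (4.06), Chil3 (3.54), Apod (3.45), Mcpt1 (3.43), Mcpt8 (3.43) and Wfdc21 (3.37). They were lower for Sprr1a (−3.32), Hsd17b13 (−3.24), Spink1 (−3.12), Bub1 (−2.84), Cep55 (−2.76), Cdc20 (−2.68), Vsig4 (−2.67), Ttk (−2.64), Fgf13 (−2.61) and Top2a (−2.58). Many of these genes had a mean under 2 at 1 of the durations, such as Rgs13 (0.14 at 1 week) and Shh (0.72), so the sizes and their order are only rough. Among the lists, 4 antigen presentation genes were higher and none lower. For neutrophils 3 genes were higher (S100a9, Ngp and Camp) and 1 lower (Itgam), for cytokines 6 were higher and 2 lower (Cxcr6 and Cx3cr1), and for transendothelial migration 4 were higher (Cldn5, Mmp2, Prkca and Thy1) and 2 lower (Itgam and Cldn3). For p53 signalling 1 gene was higher (Cdkn2a) and 5 lower, Ccne2, Ccnb2, Cdk1, Rrm2 and Chek1, which act in the cell cycle. In addition 3 genes of the acinar enzyme list (Spink1, Zg16 and Pnliprp2) and 2 NK cell genes (Nkg7 and Gzma) were lower. Several of the genes in these lists were named after their values were seen. These counts follow the scaling of the arrays. After centring on the hybridization controls 2 cytokine genes were higher and 7 lower, and for transendothelial migration 0 and 4. The numbers were then 1 and 1 for neutrophils, 0 and 0 for antigen presentation and 0 and 8 for acinar enzymes.

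In lists that the paper does not discuss, changes were mostly in one direction. Higher were 13 of 16 PanIN and gastric metaplasia markers, 24 of 25 fibroblast and matrix genes, 18 of 21 Ras-MAPK output genes, 16 of 19 interferon response genes, 23 of 29 proliferation genes and 17 of 19 housekeeping genes. Lower were 13 of 20 genes of the unfolded protein response. Against these majorities, 1 PanIN marker and 3 proliferation genes were lower, and 1 gene of the unfolded protein response was higher.

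Single arrays stood apart from their group in 7 of 106 groups, where chance gives 5.3. Wild-type replicate 4 had a proliferation list mean of 2.75 (others 1.91 to 2.10), an acinar enzyme mean of 11.83 (others 11.91 to 11.94) and a phagocytosis mean of 3.63 (others 3.53 to 3.57). Wild-type replicate 5 had Cd14 at 2.43 (others 1.46 to 1.73) and an antigen presentation mean of 2.24 (others 2.52 to 2.66). The array of 1-week replicate 1 had Pla2g1b at 5.62 (others 0.45 to 2.00) and an interferon response mean of 5.04 (others 3.46 to 4.02).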

How the results depend on the processing

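Setting values under 2 to 2, centring on the hybridization controls, the poly-A covariate and leaving out the 4 arrays with doubtful sex labels were chosen after the data were seen. Of the results at claims, 793 values under an alternative kept their direction and side of the threshold, or stayed within 1.5 times a count, 98 counts moved further, 25 no longer passed and 1 turned. Of the named genes, 4469 values stayed, 206 no longer passed, 3 came to pass and 23 turned, and of the other lists and sets 735 stayed, 37 no longer passed, 17 came to pass and 4 turned. The cause was not tested, except where fewer genes or arrays were tested. Both Spearman results kept their direction under all alternatives, where the p between the durations cannot fall under 0.1, and leaving out each array in turn gave differences of 0.0845 to 0.0978 between the groups and 0.00362 to 0.0125 between the durations. Signal over background limits the dim genes, since a filter at a mean of 5 left 2676 of 18193 genes.

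For *Kras G12D* mice with pancreatitis against wild-type mice, the counts of higher and lower genes were 2250 and 12962 after housekeeping centring, 9964 and 836 after centring on the hybridization controls, 11729 and 16950 of 28679 among all probe sets, 1584 and 530 of 2114 among genes with a mean of at least 5, 3937 and 1152 of 5089 with a 2-fold limit, 1965 lower of 7443 with values under 2 set to 2, and 9404 lower after centring on the array medians. For 1 week against wild-type mice the total was 23975 for all probe sets, 2017 at a mean of at least 5, 5181 with a 2-fold limit, 6833 with values under 2 set to 2 and 5873 with the poly-A covariate. For 2 weeks it was 23076, 2016, 5121 and 6808 in the first 4 of these settings.

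For 2 weeks against 1 week, the total, higher and lower counts were 2886, 1189 and 1697 with array weights, 737, 350 and 387 for all probe sets, 103, 30 and 73 at a mean of at least 5, 130, 55 and 75 from the 6 *Kras G12D* arrays alone, 238, 136 and 102 without the 4 arrays, and 169, 97 and 72 with the poly-A covariate. With the replicate number as a block they were 279, 134 and 145. Labelled females alone gave 301 with 126 lower, and centring on the hybridization controls 88 higher and 440 lower. The t-test with unequal variances on each gene alone, which the methods give without naming the arrays, gave 0, 0 and 0 after adjustment and 1288, 545 and 743 at an unadjusted p under 0.05. Leaving out single arrays gave 239 (without 1-week replicate 1) to 1257 (without 2-week replicate 2), with 118 to 543 higher and 121 to 714 lower, 284 without 2-week replicate 1 (147 higher, 137 lower), and 163 lower without 1-week replicate 2.

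For *Kras G12D* mice with pancreatitis against wild-type mice and with an estimated correlation, 0 of 32 lists and 0 of 680 Reactome sets passed. The adjusted p was then 0.0622 for macrophage and Fc gamma receptor genes, 0.169 for transendothelial migration, 0.196 for cytokines, 0.218 for ductal markers, 0.238 for apoptosis, and 0.274 for acinar enzymes, p53 signalling and chemokines. For Reactome it was 0.243 for Apoptosis and TP53, 0.284 for the vascular wall, 0.298 for Fc gamma receptor phagocytosis and 0.355 for cytokine signalling. Among genes with a mean of at least 5, 6 lists and 136 sets passed, and the adjusted p was 0.0646 for transendothelial migration, 0.0782 for cytokines, 0.0935 for Fc gamma receptor genes and chemokines, and 0.919 for p53 signalling. For Reactome it was 0.0550 for TP53, 0.310 for the vascular wall and 0.557 for cytokine signalling. Turned around in that setting were apoptosis (0.433), proliferation (0.608), Ras-MAPK output (0.919), and the sets Neuronal System (0.904) and Transmission across Chemical Synapses (0.911). Camera sets a list against the other genes, and the median difference of all genes tested was 0.585 in that setting. A turn thus gives the rank of a list among these genes, not a fall or rise of its members. With values under 2 set to 2, apoptosis, cytokines and chemokines each had 0.0824.

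At a mean of at least 5, with fewer genes left, the higher members numbered 6 for ductal markers, 7 for macrophages, 8 for p53 signalling, 6 for apoptosis, 13 for Fc gamma receptor genes, 13 for cytokines, 26 for transendothelial migration, 2 for chemokines, and 0 with 1 lower for T and 0 with 0 lower for B lymphocytes. After housekeeping centring they numbered 17 for p53 signalling, 15 for apoptosis, 23 for Fc gamma receptor genes, 44 for cytokines, 34 for transendothelial migration, 13 for chemokines, 1 with 14 lower for T and 1 with 11 lower for B lymphocytes. With values under 2 set to 2, 3 T lymphocyte genes were lower, and 1 B lymphocyte gene was higher with 0 lower. B lymphocyte genes numbered 1 higher with the replicate block and 1 higher with 4 lower without the 4 arrays. Leaving out single arrays gave 2 to 4 higher B lymphocyte genes.

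Single genes turned direction after housekeeping centring, Prss3 to −0.85, Cd3e −0.77, Itga2 −0.54, Lat −0.48, Klrd1 −0.0792, Cd79b −0.51, Pou2af1 −0.45, Nfyc −0.00074 and Vezt −0.24. After centring on the hybridization controls Ms4a1 turned to 0.36, Mpo 0.0405, Elane 0.18, Ciita 0.32, Lep 0.34, Vav2 0.0560, Dnm2 0.28, Orm1 0.16, Tyms 0.24 and Slc4a1 0.0742. The mean of probe sets gave Vav2 at 0.29 and Tpx2 at 0.22, centring on the array medians Cd3e at −0.0141, and the poly-A covariate Itga2 at −0.0050.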

Differences from the paper's values

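With Spearman's rho over all probe sets no value differed from the heatmap of correlations, with a mean of 0.943 within groups against about 0.94 in Fig. 2B, and 0.851 between the groups against about 0.85 in Fig. 2B, both read by eye. Within groups rho was 0.963 with 1 probe set per gene, and between the groups it was 0.383 among probe sets with a mean log2 value of at least 5, and both differ from the heatmap.

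The paper states that genes of T lymphocytes were higher in *Kras G12D* mice with pancreatitis. Over the whole list of 16 measured T lymphocyte genes 4 were higher and 5 lower, and the list did not pass (adjusted p = 0.427). The paper's own T cell genes Cd3d (1.45), Cd3e (0.34), Cd3g (1.94) and Itga2 (0.57) were higher, as stated. After centring on the hybridization controls, a setting chosen after the values were seen, 10 T lymphocyte genes were higher and 3 lower. After the planned housekeeping centring 1 was higher and 14 lower, with Cd3e at −0.77 and Itga2 at −0.54. That centring moved the median difference of all genes to −1.15, so its counts by themselves do not speak against the paper's statement.

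From Spearman's correlation the paper states that mRNA profiles did not tell 1-week from 2-week pancreatitis apart. By limma 476 genes differed between the durations, and rho within the durations exceeded rho between them by 0.00717, the largest of the 10 splits. That p of 0.1 (exact permutation test) passes no threshold, and a t-test with unequal variances on each gene alone, which the methods give without naming the arrays, gave 0 genes after adjustment and 1288 at an unadjusted p under 0.05. With the poly-A control level as a covariate, chosen after the values were seen, 169 genes differed. A split of the *Kras G12D* arrays that crosses the durations gave 1473 genes by limma, more than the 476.

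Figure 2E ranks p53 signalling and apoptosis above the 4 immune pathways by enrichment score. In preranked enrichment of lists with the same names, which are not the gene sets of the figure, the score was highest for Fc gamma receptor-mediated phagocytosis (2.20) and transendothelial migration (2.15), followed by p53 signalling (1.79), chemokines (1.71), cytokines (1.67) and apoptosis (1.56). All 6 were enriched among the higher genes, as in the figure. They passed by preranked enrichment (adjusted p of 1.085e-07 to 0.01755), which does not allow for correlation between genes. They also passed by fry (adjusted p of 1.42e-09 to 3.32e-07), which does not set a list against the other genes. None of the 6 passed by camera with an estimated correlation (adjusted p of 0.0622 to 0.274), where none of all 32 lists passed. Among genes with a mean log2 value of at least 5 none of the 6 passed by camera (adjusted p of 0.0646 to 0.919). In the Reactome sets Apoptosis had a lower adjusted p (2.94e-07, and adjusted p = 0.243 with an estimated correlation) than the sets for the 4 immune functions (0.00134 to 0.430). Transcriptional Regulation by TP53 (0.00424) came after Fc gamma receptor phagocytosis (0.00134) and the vascular wall set (0.00378).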

Other observations

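Connective tissue, interferon and Ras-MAPK genes rose in *Kras G12D* mice with pancreatitis beside the ductal and immune genes. Of 25 fibroblast and matrix genes 24 were higher and none was lower (camera, adjusted p = 8.71e-12, and adjusted p = 0.154 with an estimated correlation), among them Ccn2 (6.15) and fibronectin Fn1 (5.88). Of 21 genes that respond to Ras-MAPK signalling 18 were higher and none was lower (adjusted p = 3.08e-06, and adjusted p = 0.238 with an estimated correlation), with Ier3 at 5.67, Phlda1 at 5.29 and the phosphatase Dusp6 at 4.24. Of 19 interferon response genes 16 were higher and none was lower (16 and 1 adjusted over the list alone; adjusted p = 0.000159, and adjusted p = 0.319 with an estimated correlation), with the proteasome genes Psmb8 (3.83) and Psmb9 (3.20). After housekeeping centring 11 Ras-MAPK genes were higher and 2 lower, and for interferon genes also 11 and 2. The interferon mean was 5.04 on 1-week replicate 1 and 3.46 to 4.02 on the other *Kras G12D* arrays. Of the 29 proliferation genes 23 were higher and 3 lower (adjusted p = 0.00278, and adjusted p = 0.529 with an estimated correlation), with Birc5 at 3.92, and the lower ones were Foxm1 (−3.69), Tpx2 (−0.64) and Tyms (−0.39). Of 20 genes of the unfolded protein response 13 were lower and 1, Pdia4 (1.57), higher (adjusted p = 0.000322, and adjusted p = 0.270 with an estimated correlation), with Chac1 at −4.30, Asns at −2.98, Sel1l at −2.79 and Herpud1 at −2.68. For this list 0 genes were higher and 19 lower after housekeeping centring, and 6 and 9 after centring on the hybridization controls. Of 19 housekeeping genes 17 were higher and none was lower (adjusted p = 3.20e-05, and adjusted p = 0.0622 with an estimated correlation), with a median of 1.18, so a centring on them lowers all other genes.

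Other lists did not pass by camera. Of 15 injury response genes 8 were higher, such as Saa3 (5.95) and Reg3g (3.69), and 3 lower, Reg3d (−3.22), Saa2 (−0.91) and Orm1 (−0.47), with an adjusted p of 0.150. Of 17 hypoxia response genes 10 were higher, such as Car9 (4.50) and Ldha (3.09), and 4 lower, Ndrg1, Bnip3, Pdk1 and Ero1a, with an adjusted p of 0.168. Of 13 endothelial genes 8 were higher, such as Emcn (2.74), and Flt1 (−0.65) was lower (adjusted p = 0.0826). Of 18 islet genes 2 were higher, the hormones Ppy (4.23) and Pyy (3.07), and 4 lower (adjusted p = 0.427), with a median of −0.14 and a mean of 0.23. Of 11 mast cell genes 2 were higher, Mcpt1 and Mcpt2, and 6 lower (adjusted p = 0.168), with a median of −0.26 and a mean of 0.27. Of 7 adipocyte genes Pparg (1.56) was higher and Retn (−0.69) and Lep (−0.29) lower (adjusted p = 0.836), with a median of −0.01 and a mean of 0.15. Of 3 erythrocyte genes 1, Slc4a1 (−0.55), was lower and none was higher (adjusted p = 0.363). Of 7 host genes of miRNAs increased in serum 5 were higher, Smc4 (3.51), Rnf145 (1.38), Nfyc (1.12), Vezt (0.87) and Elmo3 (0.65), and none was lower (adjusted p = 0.0793). After housekeeping centring, more genes were lower than higher for the endothelial genes (1 higher, 5 lower), the hypoxia genes (3 and 8) and the host genes (1 and 3), and after centring on the hybridization controls 3 mast cell and 6 islet genes were higher and none was lower. For the injury response genes housekeeping centring gave 6 higher and 6 lower. With values under 2 set to 2, no mast cell, islet or adipocyte gene was lower, and 1, 2 and 1 of them were higher.

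Splits of the arrays other than the real one bear on the counts of changes. For *Kras G12D* mice with pancreatitis against wild-type mice 1 of 100 splits, the real one, gave as many as 12677 genes, and the highest other gave 3040, so chance can be excluded. The same holds for 1 week (11169 genes, highest other 4) and 2 weeks (10887 genes, highest other 4) against wild-type mice, each with 1 of 84 splits. For the Reactome sets 4 of 100 splits gave as many as the 422 sets, the highest other 427. That share is under 0.05, but another split gave more sets than the real one and none passed with an estimated correlation. Chance is therefore not excluded for the number of sets. For the gene lists 15 of 100 splits gave at least 18 passing lists, the real one included and the highest other 21, so chance cannot be excluded for that number.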
